# Characterisation of the developing heart in a pressure overloaded model utilising RNA sequencing to direct functional analysis

**DOI:** 10.1111/joa.13112

**Published:** 2019-11-14

**Authors:** Matthew Parnall, Chrysostomos Perdios, Kar Lai Pang, Sophie Rochette, Siobhan Loughna

**Keywords:** haemodynamics, heart development, chick embryo, RNA sequencing, differential gene expression

## Abstract

Cardiogenesis is influenced by both environmental and genetic factors, with blood flow playing a critical role in cardiac remodelling. Perturbation of any of these factors could lead to abnormal heart development and hence the formation of congenital heart defects. Although abnormal blood flow has been associated with a number of heart defects, the effects of abnormal pressure load on the developing heart gene expression profile have to date not clearly been defined. To determine the heart transcriptional response to haemodynamic alteration during development, outflow tract (OFT) banding was employed in the chick embryo at Hamburger and Hamilton stage (HH) 21. Stereological and expression studies, including the use of global expression analysis by RNA sequencing with an optimised procedure for effective globin depletion, were subsequently performed on HH29 OFT‐banded hearts and compared with sham control hearts, with further targeted expression investigations at HH35. The OFT‐banded hearts were found to have an abnormal morphology with a rounded appearance and left‐sided dilation in comparison with controls. Internal analysis showed they typically had a ventricular septal defect and reductions in the myocardial wall and trabeculae, with an increase in the lumen on the left side of the heart. There was also a significant reduction in apoptosis. The differentially expressed genes were found to be predominately involved in contraction, metabolism, apoptosis and neural development, suggesting a cardioprotective mechanism had been induced. Therefore, altered haemodynamics during development leads to left‐sided dilation and differential expression of genes that may be associated with stress and maintaining cardiac output.

## Introduction

According to the British Heart Foundation, congenital heart defects are found in at least one in every 180 births in the UK (http://www.bhf.org.uk), with cardiomyopathies accounting for 8–11% of those diagnosed with a defect (Pedra et al. 2002). Both environmental and genetic factors affect embryonic heart formation, with blood flow playing a critical role in cardiac remodelling (Midgett & Rugonyi, 2014; Midgett et al. 2017; Courchaine et al. 2019). Animal models of haemodynamic alteration have been found to have phenotypes similar to those seen in human heart disorders, with features of cardiomyopathy (Sedmera et al. 1999; Midgett & Rugonyi, 2014; Midgett et al. 2017). The outflow tract banding (OFT‐banding) haemodynamic alteration model has been found to give a wide spectrum of cardiac malformations, such as pharyngeal arch anomalies, ventricular septal defects (VSDs), valve defects and double outlet right ventricle accompanied by increased stress–strain relations and myocardial stiffness (Sedmera et al. 1999; Tomanek et al. 1999; Miller et al. 2003; Buffinton et al. 2013; Midgett et al. 2017; Pang et al. 2017). Further, OFT‐banding in the chick leads to heart dilation (Clark et al. 1989; Tobita et al. 2002; Buffinton et al. 2013) and a reduction in compact myocardium (Tomanek et al. 1999). Myofiber alignment was also affected (Tobita et al. 2005). With regard to haemodynamic consequences of banding, chick embryos with banded hearts show an immediate and sustained increase of both peak systolic and end‐diastolic ventricular pressure (Clark et al. 1989; Tobita et al. 2002), with an increase in blood flow velocity and wall shear stress (Chivukula et al. 2016). Despite a marked increase of ventricular pressure seen in OFT‐banded embryos (Shi et al. 2013), heart rate and cardiac output/ejection fraction were not affected (Clark et al. 1989), suggesting preservation of ventricular function. Therefore, OFT‐banding is a model for a heart with a complex congenital heart defect phenotype that is prone to abnormal haemodynamics and pressure overload, and hence heart enlargement (Sanchez‐Gomez et al. 2017). Expression analysis in such hearts could pinpoint molecular pathways that may have protective or conversely debilitating long‐term effects. Hence, the elucidation of expression mechanisms could help direct potential therapeutic studies or even aid the diagnosis of a heart under stress. However, such gene pathways are currently poorly defined.

In the study described here, the OFT‐banded procedure was carried out at Hamburger–Hamilton stage (HH) 21, as the heart undergoes looping and chamber specification (Sedmera et al. 1999; Shi et al. 2013). Analysis was performed at key stages of development: at HH29 [Carnegie stage (CS) 19 for humans and embryonic day (E) 13.5 for mice], as chamber septation has just completed (Martinsen, 2005), and at HH35 (CS22 for humans and E15 for mice), when a fully septated heart with a mature apex to base conduction pattern is seen (Krishnan et al. 2014). Global gene expression analysis by RNA sequencing, together with stereological analysis, was performed on OFT‐banded chick hearts and controls at HH29. The RNA sequencing was performed with an optimised procedure described herein for globin depletion in the chick. Furthermore, targeted expression analysis on genes identified by sequencing was performed by qPCR at HH35. Findings from these studies were then used to guide further functional studies regarding apoptosis and glycogen deposition. Expression analysis highlighted genes involved in energy regulation such as *PRKAG3* (a regulatory subunit of the key metabolic regulatory enzyme AMPK) and LDHFB (involved in glucose metabolism) to be differentially regulated. Furthermore, genes such as S100A11 and PVALB (associated with improved contractility by increasing Ca^2+^ sequestering during repolarisation) were upregulated. Less active AMPK and increased *S100A11* expression can potentially lead to reduced apoptosis (Kanamori et al. 2004; Hwang et al. 2010; Law et al. 2017); a decrease in apoptosis was seen in the OFT‐banded hearts. Altered AMPK regulation has the potential to increase glycogen storage; however, no increase in glycogen storage by the periodic acid‐Schiff with diastase (PAS‐D) assay was seen in OFT‐banded hearts, suggesting a secondary mechanism. This study has identified left‐sided dilation in the OFT‐banded heart and showed gene expression that could provide a cardioprotective response to stress by attempting to maintain energy metabolism needs and contractility, together with a decrease in apoptosis.

## Methods

### Outflow tract banding, embryo isolation and histological analysis

White fertile chicken eggs (*Gallus gallus*; Dekalb white strain; Henry Stewart, UK) were incubated at 38 °C in a humidified atmosphere under constant rotation for 4 days until HH21 (Hamburger & Hamilton, 1992). After windowing, the inner shell membrane was removed to expose the heart. OFT‐banding was performed using 10‐0 nylon suture to create a snug double knot around the OFT, which was removed upon harvesting. The suture was passed through and removed immediately on sham controls. Untreated (UT) control embryos were opened and staged but no further procedures performed (Sedmera et al. 1999; Pang et al. 2017). All eggs were sealed and incubated for an additional 3–5 days until HH29‐35. Animal work was performed in accordance with national (UK Home Office) and institutional regulations and ethical guidelines. OFT‐banded and control (sham and UT) embryos were isolated and externally analysed. Hearts were then fixed in 4% paraformaldehyde, processed and wax‐embedded in a transverse orientation. Serial 8‐μm sections were taken (DSC1 microtome, Leica, Germany), dewaxed and rehydrated. For histological studies, sections were stained with Alcian blue (Sigma, UK) for 15 min at room temperature (RT) followed by Mayer’s haemalum (Raymond Lamb, UK). Images were acquired with a slide scanner (Nanozoomer 2.0‐HT, Hamamatsu, Japan).

### Stereology and morphometric measurement

Systematic random sampling (Mayhew, 1991) was used to assess tissue proportions throughout HH29 hearts (*n* = 6 sham, *n* = 7 OFT‐banded). A 96‐point grid was placed over every fifth section throughout the heart, and the tissue region and type on each point was identified (4479 points for sham, 7868 points for banded). Tissue regions consisted of right (RA) and left atrium (LA), right (RV) and left ventricle (LV). In addition, the tissue types counted included myocardial wall, extracellular matrix and lumen in the regions of RV and LV, and myocardial wall and lumen for RA and LA. Average tissue proportions of each group were calculated and tested for statistical significance.

### Apoptosis

ApopTag Peroxidase *In Situ* Apoptosis Detection Kit S7100 (Millipore, USA) was used to indicate apoptotic cells in accordance with manufacturer's instructions on 5‐μm serial sections. Imaging was performed using Zeiss Axio Scan Z1. Systematic random sampling (Mayhew, 1991) was utilised to count positive cells against total cell count on the left and right ventricular region of the heart, including the ventricular compact myocardium and trabeculae, and the base and the myocardial crest of the IVS to calculate proportions of apoptotic cells for statistical analysis. A total of 303 299 cells were counted.

### Periodic acid‐Schiff stain with diastase (PAS‐D)

Sections from HH35 hearts were prepared as described for histological studies and then subjected to diastase (Sigma), periodic acid‐Schiff (Merck) and Haemalum (Haematoxylin; Sigma) as per manufacturers’ instructions. Quantitative analysis was performed in imagej using colour deconvoluted images (Ruifork & Johnston 2001). Images were taken using an AxioPlan (Zeiss). Statistics were performed using a two‐way analysis of variance (anova).

### RNA isolation and cDNA synthesis for RNA sequencing and qPCR

RNA isolation on all hearts within direct comparison experiments were performed simultaneously by the same handler. Total RNA was extracted using TRIzol reagent (Sigma) and treated with RNase‐free DNase I (Qiagen). RNA purity was checked by NanoDrop 2000c UV/IV spectrophotometer (Thermo Fisher Scientific) at 260 nm absorbance for RNA. A260/280 ratios were 1.90–2.20 and A260/230 ratios were 2.0–2.20. R.I.N values of 9 were consistently seen following RNA purification. The values of 6.9–7.4 used for sequencing was due to sample degradation following multiple freeze thaws and globin depletion treatment. A single‐stranded template was used for standard qPCR. cDNA synthesis for RNA sequencing was double‐stranded, purified and checked for concentration via Qubit assay (Thermo Fisher Scientific). Reverse transcription reactions were performed using SuperScript® II Reverse Transcriptase (Invitrogen, UK) following the manufacturer’s instructions. All cDNA synthesis was carried out with 1 µg purified RNA in a 20‐µL reaction. cDNA from hearts within the same experiment were always synthesised in the same run, with no reverse transcriptase controls for assessment of gDNA. Hexamer primers were used at 1.25 µm. Following the reaction, samples were instantly placed on ice and then stored at −20 **°**C**.**

### Quantitative PCR

Quantitative PCR (qPCR) was run using the Applied Biosystems 7500 Fast Real‐time PCR system using SYBR Select master mix (Bio‐Rad). Gene‐specific primers were designed to give fragments of 90–210 bp and 62 °C T_m_ (± 1 °C) (Supporting Information Table S2). Primers were designed to exon/exon boundaries or to include introns > 1000 bp, except for ENS‐1/ERNI, which contained no introns. For these genes, no template controls showed minimal gDNA expression (≥ 10 Cq later than cDNA samples with Cq values > 38). Primers were optimised with cDNA diluted four times, leading to a dilution series using six points at a ratio of 1 : 5 or 1 : 3, depending on the level of gene expression. Final template dilutions for relative expression analysis were elucidated from a midway point on the linear portion of the range for each gene. All primer standard curve *R* ^2^ values were > 0.98 with efficiencies of 96–108%, with reference genes *GAPDH*, *EEF1A1* and *TBP* having efficiencies of 101–105%. A single heat‐denaturing step at 95 °C for 25 s, followed by 40 cycles of denaturation (95 °C for 20 s), annealing and extension (62 °C for 1 min) was used. Each 20‐µL qPCR reaction mixture consisted of 10 µL of iTaq™ universal SYBR® Green Supermix (1×), 0.5–0.75 µL (250–375 nm, respectively) primer combinations and optimised template concentrations. All samples were run in triplicate. Following the qPCR reaction, a melt curve was performed. Reference genes were shown to be unaffected by the OFT‐banded experimental conditions. Two reference genes were used for analysis: *GAPDH* and *EFF1A1* at HH29 and *GAPDH* and *TBP* at HH35. The threshold cycle number for product detection (ΔT value) was used to calculate the relative gene expression against reference genes using the Pfafll adjusted efficiency 2^−∆∆Ct^ method (Pfaffl, 2001). Statistics were carried out on normalized change in Cq values between OFT‐banded and sham.

### Globin depletion oligonucleotide design

Throughout all globin depletion/library preparation procedures, all OFT‐banded and sham preparations were performed simultaneously by the same handler. Globin depletion (GD) was performed via enzymatic methods on hybridised RNA/DNA complexes. Before the procedure could be carried out, specific oligonucleotides had to be designed for each globin gene. qPCR confirmed high relative expression of *HBAA*, *HBAD*, *HBB*, *HBG1*, *HBG2* and *HBZ* genes and oligonucleotides were designed using primer 3 (v. 4.1.0) and BLAST against these globin genes for depletion (Supporting Information Table S1). Oligonucleotides were designed to the 3′ end and had a T_m_ 60–70 °C.

### Globin depletion procedure

The chick‐specific designed oligonucleotides were used for GD using a modified Affymetrix protocol (Wu, 2007). A final concentration of 0.75 µm for each oligonucleotide was used for hybridisation to globin transcripts with 3 µg of total RNA. The hybridisation procedure time and temperature were optimised and a hybridisation protocol of 95 °C for 2 min, cooled down at 5 °C intervals in 50‐s steps to 50 °C, with longer 1.5‐min steps at 65 °C and 60 °C (the closest temperatures to oligonucleotide T_m_) was devised that allowed all oligos to anneal to their targets. Reaction buffer consisted of 500 mm Tris‐HCL, 1 m NaCl 5× stock with 1× used in the final hybridisation solution made up to 15 µL with DNase‐free water as necessary. Following the 50 °C step, samples were placed immediately on ice to help reduce secondary structure formation. Hybridised RNA/DNA was degraded by 4 U RNase H (0.2 U µL^−1^ in the total 20‐µL hybridisation solution) at 37 °C in RNase H buffer (NEB) containing SUPERase‐In. A 2‐U aliquot of DNase (0.07 U µL^−1^ in 30 µL) was then added to the mix after 10 min, and following a further 10 min, samples were placed on ice and the reaction was instantly stopped with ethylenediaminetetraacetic acid (EDTA) to a final concentration of 30 mm. The additional DNase step helps to degrade the DNA hybridised oligonucleotides and any genomic DNA contamination. Samples were then purified using Purelink RNA columns to allow GD total RNA to be quantified by Qubit Fluorometric assay. Statistical analysis of pre‐ and post‐GD treatment was performed by paired Student’s *t*‐test.

### Library preparation and RNA sequencing

RNA concentration was quantified using the Qubit RNA HS Assay Kit (Thermo Fisher Scientific). RNA integrity was assessed using Agilent 2100 Bioanalyzer (Agilent, USA) with an RNA integrity number (RIN) of 6.9–7.3 used across OFT‐banded and sham hearts for sequencing. Following GD, 1 µg RNA from each heart (OFT‐banded *n* = 3, sham *n* = 3) was used for RNA sequencing library preparation according to manufacturer’s instructions of the NEBNext Ultra Directional RNA Library Prep Kit for Illumina (New England Biolabs Inc.; NEB UK #E7420S/L). Twelve cycles were used for PCR enrichment. The barcoded strand‐specific libraries created were sequenced on the Illumina NextSeq 500 platform. Eight‐tenths of a full high output sequencing run was performed according to the manufacturer’s instructions. Forty million total reads came from two flow cell reads with each read having 75 bp paired‐end reads.

### RNA sequencing bioinformatic analysis

Following sequencing, compressed FASTQ files were trimmed to filter reads for adapter and low‐quality bases. sythe was used to remove adaptor sequences (https://github.com/vsbuffalo/scythe), with reads of low sequencing scores then trimmed using sickle. Reads were then aligned to the galGal4 reference genome (ICGSC Gallus_gallus‐4.0/galGal4) in the UCSC database Nov.2011 (http://genome.ucsc.edu) in the context of known gene exon coordinates by TopHat (https://ccb.jhu.edu/software/tophat/index.shtml). Alignment counts were recorded in BAM format with only uniquely mapped read alignment hits (47–90 × 106) having a quality score of MAPQ ≥ 20 used. Htseq count was used for generation of count tables. Read counts were then normalised using FPKM and TPM with resultant figures from both used for PCA using R software. As both normalisation techniques revealed nearly identical PCA plots, FPKM values were used for differential gene regulation analysis by DESeq with corrected *P*‐values of < 0.05 set as the DESeq threshold (Anders & Huber, 2010). Genes with average FPKM values < 1 were filtered from the FPKM data before gene regulation was assessed using DESeq adjusted *P*‐values (FDRs).

### Statistical analysis

All data are expressed as ± SEM, but a confidence interval of 95% was also checked. Statistical significance of the differences between OFT‐banded and sham hearts was analysed by independent *t*‐test assuming equal or unequal variances; ^*^ *P* < 0.05, ^**^ *P* < 0.01, ^***^ *P* < 0.001, ^****^ *P* < 0.0001. Assumption of normality was tested using a Shapiro–Wilk normality test. For assumption of variance, Levene’s test for homogeneity of variance was used. Tests were carried out using R, SPSS and Microsoft excel statistical analysis software.

## Results

### Alteration of haemodynamics results in enlarged hearts with ventricular septal defect

Upon harvesting at HH29 and HH35, 33/60 OFT‐banded hearts appeared to display dilation and a more rounded ventricular apex at HH29 (Fig. 1Ac) and 8/9 at HH35 (Fig. 1Af) compared with controls (Fig. 1Aa,b,d,e). These features are in line with previously reported characteristics of pressure overloaded embryonic hearts (Sedmera et al. 1999; Tobita et al. 2002; Hall et al. 2004). Consistent with the literature (Pang et al. 2017), phenotypic analysis revealed a VSD at HH29 (n = 26/31) (Fig. 1Bb,b’; denoted by an asterisk in Fig. 1Bb’) and HH35 (n = 7/7) (Fig. 1Bd,d’; denoted by an asterisk in Fig. 1Bd’) compared with controls (Fig. 1Ba,a’,c,c’; denoted by an arrow in Fig. 1Ba’ and c’).

**Figure 1:**
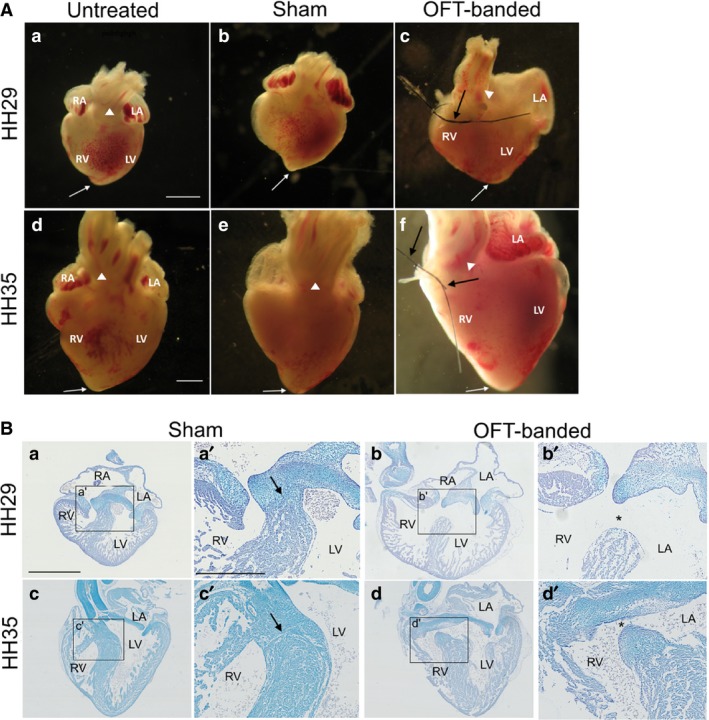
Phenotype of OFT‐banded hearts. (A) At HH29 (*n* = 97) (a,b) and HH35 (*n* = 35) (d,e), all controls displayed a normal external phenotype: the medial position of the outflow tract (denoted by arrowhead), a pointed apex (denoted by arrow) presented in both untreated (a,d) and sham (b,e). The OFT‐banded hearts (c,f) exhibited a right‐shifted position of the outflow tract (arrowhead) with a rounded ventricular apex (white arrow) and a less pronounced indentation (*n* = 33/60 at HH29, *n* = 8/9 at HH35). In addition, a thickened epicardium was seen in a subset of OFT‐banded hearts at both stages (double white arrow in c and f). The suture can be seen still attached around the OFT upon harvesting (c,f; black arrows). Scale bars: 1000 μm. (B) In controls at HH29 (*n* = 37) (a,a’) and HH35 (*n* = 8) (c,c’), the interventricular septum which grows in a superior direction has fused with the cushion in the control embryos (denoted by arrow). However, this fusion failed to occur in the OFT‐banded hearts which led to a formation of an opening (asterisk) and thus a communication between the ventricles (a ventricular septal defect) at both HH29 (*n* = 36/31; b,b’) and HH35 (*n* = 7/7; d,d’). Scale bars: 1000 μm (a,b,d), 500 μm (a’,b’‐d’). LA, left atrium; LV, left ventricle; RA, right atrium; RV, right ventricle.

### Stereology reveals enlarged OFT‐banded hearts with changes in the chamber components representing left‐sided dilation

To define the morphological phenotype of the OFT‐banded model, stereological analysis was performed at HH29, confirming a phenotype of left‐sided dilation (Fig. 2). Whole OFT‐banded hearts were found to be 1.77 times larger than sham controls. A significant reduction of the trabeculae was identified within both ventricular chambers of the OFT‐banded hearts. In the right ventricle (RV) a 27.3% decrease was seen (10.66 ± 0.36% sham, 7.75 ± 0.55% OFT‐banded; *P* < 0.001). Decreases were more prominent in the left ventricle (LV) with a 35.9% reduction seen (13.30 ± 1.65% sham, 8.53 ± 0.37% OFT‐banded; *P* < 0.001). Consistent with this, a simultaneous increase of LV lumen was found in OFT‐banded hearts (9.94 ± 1.06% and 14.27 ± 1.40% in sham and OFT‐banded hearts respectively, an increase of 43.6%; *P* < 0.05; Fig. 2). This coincided with a thinner myocardium in the LV by 40.7% upon banding (9.41 ± 1.05% sham, 5.58 ± 0.43% OFT‐banded; *P* < 0.01); however, no difference was seen in the RV (*P *> 0.05; Fig. 2). With regard to the atrial myocardium, a reduction of 37.07% was identified in the myocardium of the left atrium (LA) in OFT‐banded hearts (4.99 ± 0.67% sham, 3.14 ± 0.24% OFT‐banded; *P* < 0.01). However, decreases in the right atrium (RA) were found to be insignificant (5.16 ± 0.94% sham, 3.24 ± 0.34% OFT‐banded; *P *> 0.05; Fig. 2). A significant increase of the LA lumen by 47.4% was found in OFT‐banded hearts (4.9 ± 0.45% sham, 7.22 ± 0.62% OFT‐banded *P* < 0.01; Fig. 2). In contrast, no significant differences were seen in the lumen of the RA (6.04 ± 0.76% sham, 5.68 ± 0.74% OFT‐banded; *P* < 0.05).

**Figure 2:**
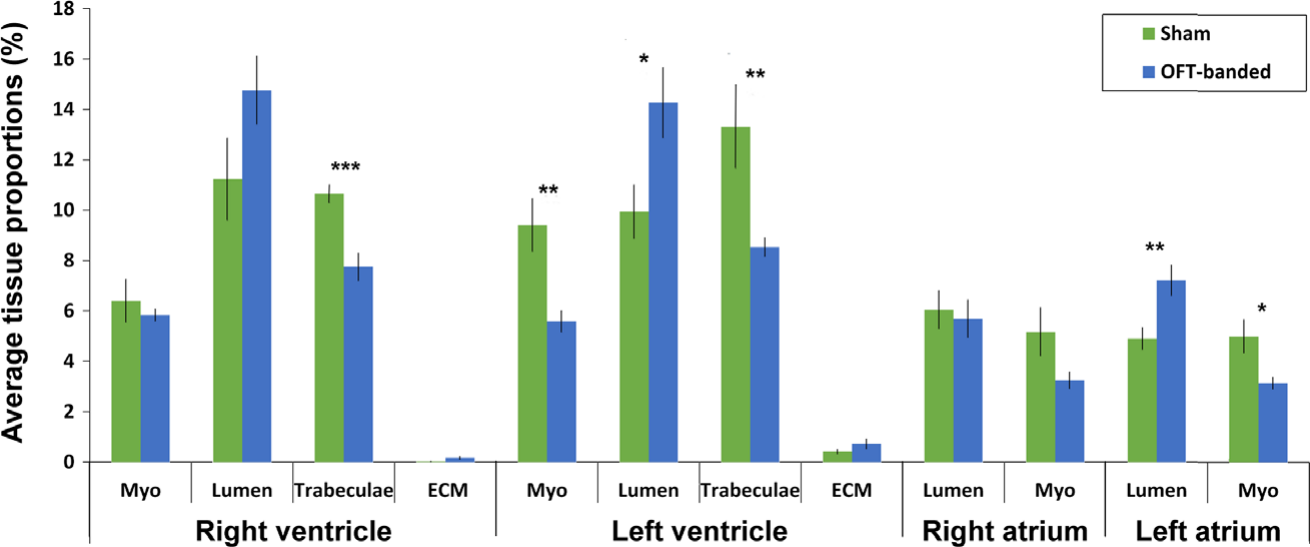
Stereological analysis of tissue types contributing to different heart regions upon OFT‐banding. Reduction of trabeculae was found in both right and left ventricle of the OFT‐banded hearts, with an increase in left ventricular lumen. In addition, the myocardium was thinner in the left ventricle but normal in the right ventricle. Also, banding led to an increase of the lumen and a decrease of myocardium in the left atrium. ECM, extracellular matrix; Myo, myocardium. Sham, *n* = 6; banded, *n* = 7. Significant differences are indicated: *P < 0.05; **P < 0.01; ***P < 0.001. Error bars indicate SEM.

### Globin depletion in the chick embryo

Following the identification of morphological phenotypes at HH29, the effect of OFT‐banding on gene expression was assessed by global RNA sequencing of whole HH29 hearts. To enhance discovery of possible transcripts influenced by OFT‐banding, particularly those of low reads, a library preparation procedure was adapted (Choi et al. 2014). RNase H was used to remove the polyA tail of globin transcripts prior to polyA selection. Expression of globin genes *HBAA*, *HBAD*, *HBB*, *HBG1*, *HBG2* and *HBZ* in the chick embryo was confirmed by qPCR. Then, to enable their removal, specific oligonucleotides were designed for each globin gene at their 3′ end (oligonucleotide sequences in Table S1). The RIN was 7.1–7.9 before globin depletion (GD) treatment for all samples, and 6.9–7.3 following GD.

Globin transcripts in GD‐treated hearts showed a significant reduction of −11.10 to −17.49 log_2_ fold change (FC) by qPCR. This represents values of 0.045–0.0005% that of the original amount in the same hearts before treatment (*t* = 16.003, df = 5, *P* < 0.0001; Fig. 3A). Variation in gene expression comes from the variation between the biological replicates, as qPCR readouts show GD‐treated quantitation cycles (Cq) were consistent (see Supporting Information Table S3). This demonstrates that GD treatment removed globin genes consistently to a low point but did not remove all transcripts. It also shows that using the specific GD oligonucleotide concentration of 0.75 µm, the initial expression level of the globin gene was not a limiting factor for the number of transcripts remaining post‐GD treatment.

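Of the globin genes targeted for depletion, HBAA did not exceed 0.04 RPKM, HBAD did not exceed 0.61 RPKM and HBZ was listed at 0 in all 6 sequenced hearts, while HBB, also targeted, has no transcript under that name among the deposited values. HBG2 lay between 2.73 and 13.5 RPKM. HBG1 remained at 1073 ± 409 RPKM (SD, n = 3) in OFT-banded hearts and 2816 ± 1452 (SD, n = 3) in sham hearts, a log2 fold change of -1.34 (standard error 0.38, adjusted p = 0.543 from limma). HBE, an embryonic beta-type globin gene with no depletion oligonucleotide, was at 7455 ± 2764 RPKM (SD, n = 3) in OFT-banded hearts and 23208 ± 12087 (SD, n = 3) in sham hearts, a log2 fold change of -1.58 (standard error 0.40, adjusted p = 0.543 from limma). Neither difference passed the test, although every OFT-banded heart lay below every sham heart for both genes. Both passed when adjusted over the list of globins alone, while the list of 3 tested globins did not pass (adjusted p = 0.431 from limma's fry), although it did with no filter on low values (adjusted p = 0.0450; range over the alternatives, camera among them, 0.0314 to 0.750). Together the globin rows held 1.16% ± 0.452 (SD, n = 3) of the summed RPKM in OFT-banded hearts and 3.61% ± 1.92 (SD, n = 3) in sham hearts, with 5.80% in heart 42.

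**Figure D1:**
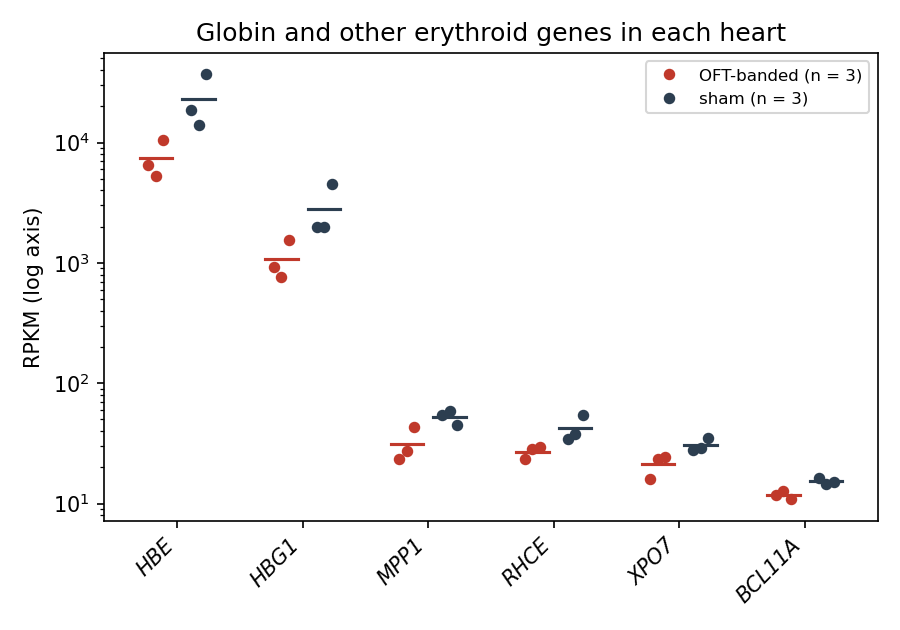
RPKM on a log axis of HBE, HBG1 and other erythroid genes, with 1 point per heart and a bar at the mean of each group of 3 hearts. For MPP1, a red cell membrane protein, the means are 31.3 in OFT-banded and 52.8 in sham hearts.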

**Figure 3:**
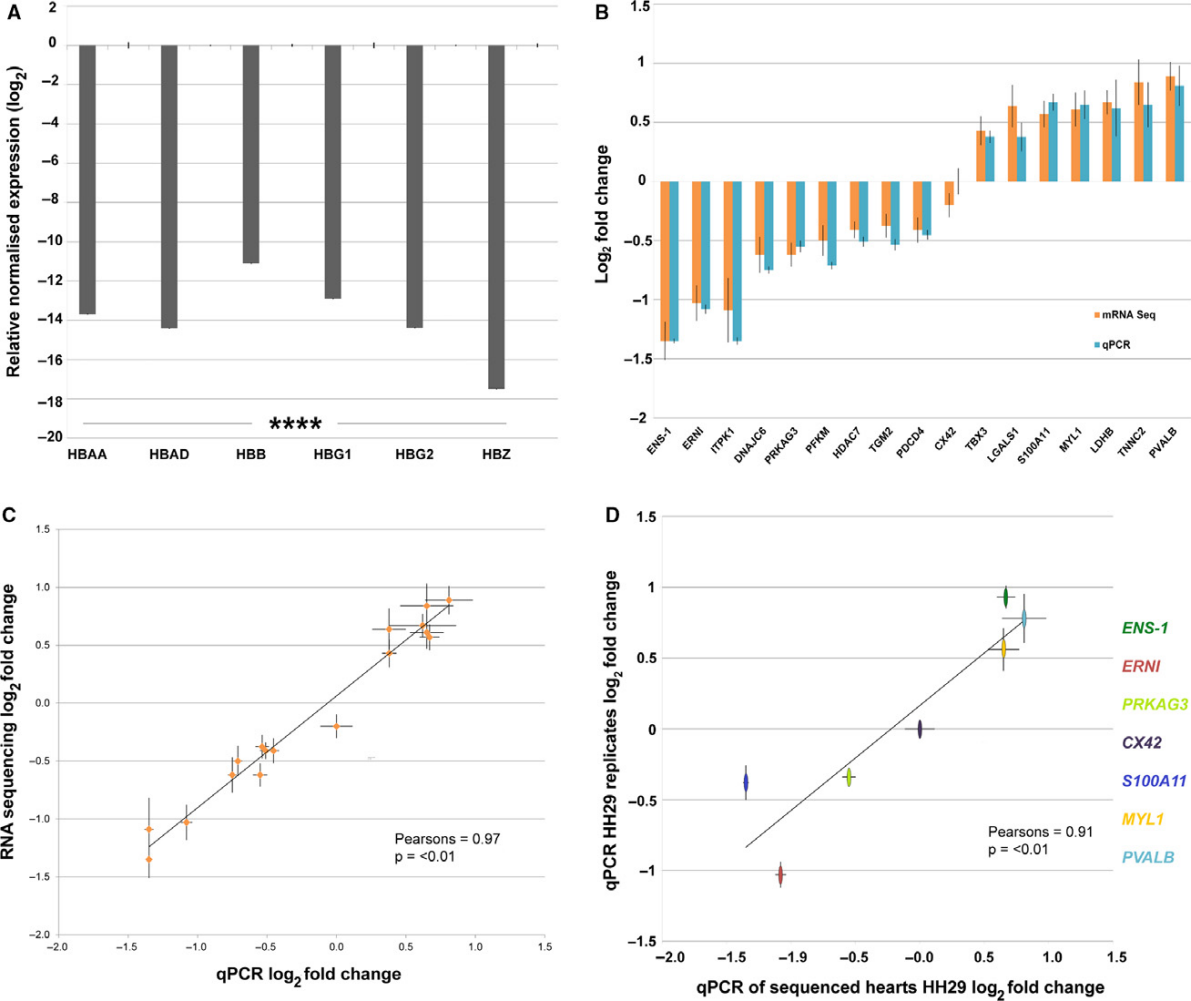
Gene expression of globin‐depleted and sequenced hearts. (A) Relative expression of each globin‐depleted gene HBAA, HBAD, HBB, HBG1, HBG2 and HBZ in pooled globin‐depleted and non‐globin‐depleted hearts. Globin depleted samples significantly different to non‐globin‐depleted. Values are ±1 SEM (*n* = 6; ****P < 0.0001). (B) Gene expression of globin‐depleted and sequenced hearts, compared with the same hearts non‐globin‐depleted by qPCR. The lack of statistical differences shows that globin depletion/sequencing preparation does not effect gene fold change (FC) values: t(32) = 0.145, *P* = 0.78 (*n* = 17). RNA sequencing non‐corrected log_2_ FC was used for direct comparison with qPCR log_2_ FC. (C) Relationship of corrected (DESeq) RNA sequencing to qPCR. Results are highly correlated and show that qPCR generally gives a small increase in log_2_ FC when compared with RNA sequencing: r(16) = 0.97, *P ≤ *0.0001) (*n* = 17). RNA sequencing DESeq corrected log_2_ FC compared with qPCR log_2_ FC. A closer parallel can be seen between non‐corrected RNA sequencing and qPCR log_2_ FC as seen in Supporting Information Fig. S5. (D) Relationship of gene expression of RNA‐sequenced hearts (*n* = 3 OFT‐banded, *n* = 3 sham) and new biological replicates (*n* = 3 OFT‐banded, *n* = 3 sham) at HH29 by qPCR. Statistically significant correlation of biologically independent samples is shown: *r*(5) = 0.91 (*P ≤ *0.01).

### Sequencing of chick globin‐depleted RNA is highly reproducible

Globin depletion has been shown to lead to reduced RNA concentrations of 33–95% to that of pre‐treatment values (Choi et al. 2014). To assess whether gene expression results were affected by the GD procedure, technical verification was required post‐RNA sequencing. This necessitated the use of qPCR to confirm that gene regulation identified by RNA sequencing in GD hearts was also seen in the same hearts without GD. A profile of 17 genes with an expression range of −1.35 to 0.81 log_2_ FC (OFT‐banded *n* = 3, sham *n* = 3) was used. No significant differences in expression were seen between GD sequenced hearts and the same hearts prior to treatment by qPCR, thus confirming sequencing expression (*t* = 0.145, df = 32, *P* = 0.78; Fig. 3B). Harvesting, RNA extraction, and library preparation were performed simultaneously across all OFT‐banded and sham samples to mitigate any batch effects. Housekeeping and qPCR reference genes *GAPDH*, *EEF1A1* and *TBP* showed consistent expression across all sham and OFT‐banded hearts by RNA sequencing at HH29. This demonstrated that library preparation was consistent across samples and confirmed the Genorm, BestKeeper and normFinder data, demonstrating stable expression in HH29 biological repeats and HH35 OFT‐banded hearts by qPCR (Fig. S3, Table S3; Supporting Information Fig. S4 also shows efficiency calibration and electrophoresis traces). 

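Of these genes, GAPDH, a glycolytic enzyme, was at 13240 ± 901 RPKM in OFT-banded and 12985 ± 330.0 in sham hearts, TBP, the TATA-binding protein, at 50.5 ± 3.88 against 49.9 ± 1.38, and EEF1A1, a translation elongation factor, at 5931 ± 169 against 6402 ± 186 (SD, n = 3 each). Their coefficients of variation over the 6 hearts were 4.75%, 5.22% and 4.91%, against a median of 13.6% over the tested genes. The log2 fold changes of GAPDH and TBP were 0.03 and 0.01 (adjusted p = 0.937 and 0.954 from limma), and turned to -0.01 and -0.02 when each heart was rescaled to the same sum. That of EEF1A1 was -0.11 (adjusted p = 0.665 from limma), with all 3 OFT-banded hearts below all 3 sham hearts (exact permutation test, two-sided, p = 0.1, the smallest possible). After median-ratio scaling between hearts, the log2 ratios of the group means were -0.04 for EEF1A1, 0.10 for GAPDH and 0.08 for TBP.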

The consistency of gene expression following GD was further confirmed in studies where independent untreated hearts pre‐ and post‐GD treatment (HH29 hearts, *n* = 3 per group) were used. Gene FC values remained unchanged when normalised to *GAPDH* and *EEF1A1* by qPCR (Supporting Information Figs S1 and S2).

The high consistency across gene regulation shows that the GD library preparation procedure in the chick does not lead to altered gene regulation, and also that the technical repeatability of the RNA sequencing result. 

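Across the 11 genes of Table S5, the log2 ratio of the mean RPKM in OFT-banded and sham hearts was set against the paper's qPCR value at HH29. All 11 genes had the same sign by both methods. ENS-1 and ERNI, the lowest, had log2 ratios of -1.29 and -1.04 beside the paper's -1.35 and -1.08. PVALB, the highest, had 0.96 beside the paper's 0.81, and TNNC2 had the widest gap, at 0.92 beside the paper's 0.65. Pearson's r across genes was 0.992 and Spearman's rho 0.929 (permutation test over gene labels, p = 1e-05, the smallest that 100000 permutations can give, and p = 0.000160). With the log2 fold change from limma in place of the ratio, r was 0.984 and rho 0.897 (permutation tests, p = 2e-05 and 0.000460). Without ENS-1 and ERNI, the 2 genes farthest from the median qPCR value, r was 0.984 (exact permutation test, p = 0.000132). Genes are not independent replicates, and these were chosen by the paper.

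**Figure D2:**
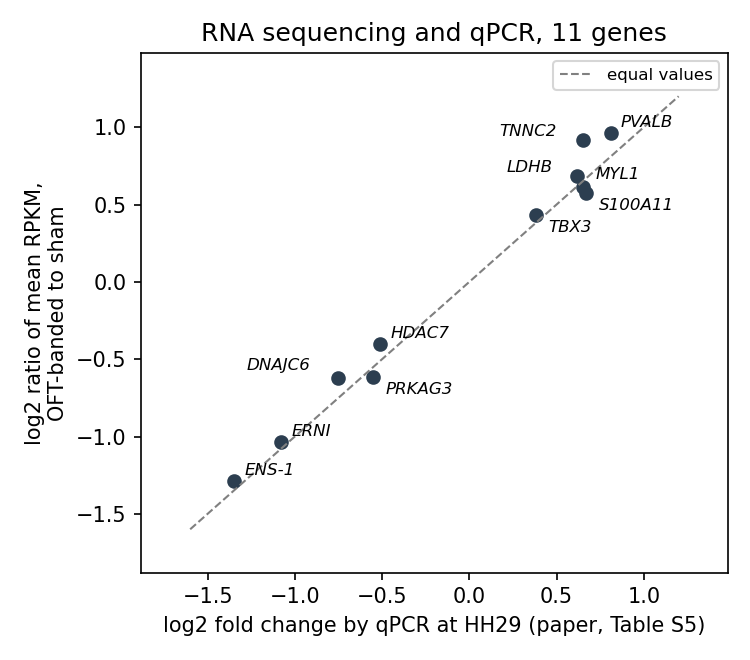
Log2 ratio of the mean RPKM of 3 OFT-banded to 3 sham hearts (vertical axis) against the log2 fold change by qPCR that the paper gives in Table S5 (horizontal axis), 1 point per gene, with a dashed line of equal values.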

The RNA sequencing and qPCR results are highly correlated (*r* = 0.97, df = 16, *P *= < 0.01; Fig. 3C) with a high level of sensitivity between small differences in fold change.

### OFT‐banded heart model shows biological repeatability of gene regulation

Biological repeatability of the OFT‐banding model was also determined at HH29. Gene regulation in RNA used for sequencing (*n* = 3 OFT‐banded, *n* = 3 sham) was compared with RNA of newly harvested hearts using qPCR (*n* = 3 OFT‐banded, *n* = 3 sham). Results showed similar gene regulation log_2_ FC results that were significantly correlated (*r* = 0.91, df = 5, *P *= < 0.01; Fig. 3D). Expression of selected genes ranged from −1.35 to 0.81 log_2_ FC. These data demonstrate the consistency of gene expression within the OFT‐banded hearts.

### Differential gene expression in OFT‐banded hearts

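Whole hearts of chick embryos were sequenced at Hamburger-Hamilton stage (HH) 29, from 3 embryos whose outflow tract (OFT) had been constricted with a suture at HH21 and from 3 sham-operated embryos. Each library came from 1 heart, after depletion of globin transcripts and polyA selection. The deposited values are reads per kilobase of transcript and 1000000 reads (RPKM, called FPKM in the paper) that the authors made from strand-specific paired-end reads aligned with TopHat to galGal4 and counted with HTSeq. They cover 6919 RefSeq transcripts of 6542 gene symbols. The hearts carry the numbers 6, 11 and 17 (OFT-banded) and 38, 48 and 42 (sham). In microRNA rows, whose short lengths are known, low values fall on whole steps, within 0.1 of a read for at least 98.3% of the values used. These steps correspond to 30.1, 41.2 and 36.1 times 1000000 reads in hearts 6, 11 and 17, and to 32.5, 37.5 and 21.1 times 1000000 in hearts 38, 48 and 42. In the same unit, the paper states 40 for its paired-end reads and, in its methods, 47 to 90 for uniquely mapped alignments. Transcript lengths were not used here, so reads could not be recovered for most genes and no count test was run. The test was limma on log2(RPKM + 1) over the 4726 transcripts with a mean RPKM of at least 1, with Benjamini-Hochberg adjustment. A fold change on this scale understates the change of low genes. An exact two-sided permutation test of 3 hearts against 3 cannot give a p below 0.1.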

Gene regulation in OFT‐banded hearts was assessed by RNA sequencing using HH29 OFT‐banded (*n* = 3) and sham (*n* = 3) hearts. In all, 40 million paired‐end reads were performed on these samples to create a global expression profile. Reads were matched to the galGal4 reference genome, identifying 6920 genes. 

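On log2(RPKM + 1) of the 4726 tested transcripts, the OFT-banded hearts 6, 11 and 17 lay at -23.53, 0.36 and 2.80 on the first principal component and the sham hearts 38, 48 and 42 at -8.72, 10.35 and 18.74. This component held 54.7% of the variance, and hearts of both groups interleaved along it. On the second component, with 18.6%, the values were -2.49, 7.46 and 12.14 in OFT-banded hearts and -8.49, 0.90 and -9.53 in sham hearts. In the plane of both components a slanted line parts the 3 OFT-banded from the 3 sham hearts. This was read after the data were seen and not tested, and 6 points allow such a line for some mixed splits too. The mean distance between hearts of different groups was 1.05 times that between hearts of the same group (exact permutation test over 10 splits, one-sided, p = 0.40). On RPKM without a log, the ratio was 1.38, the largest of the 10 splits (exact permutation test, p = 0.1, the smallest possible). HBE held 72.3% of the spread on that scale. With the globin genes left out, a choice made after the data were seen, the ratio was 1.17, again the largest of the 10. By Pearson's r on the log scale, 3 of the 6 hearts lay closest to a heart of their own group.

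**Figure D3:**
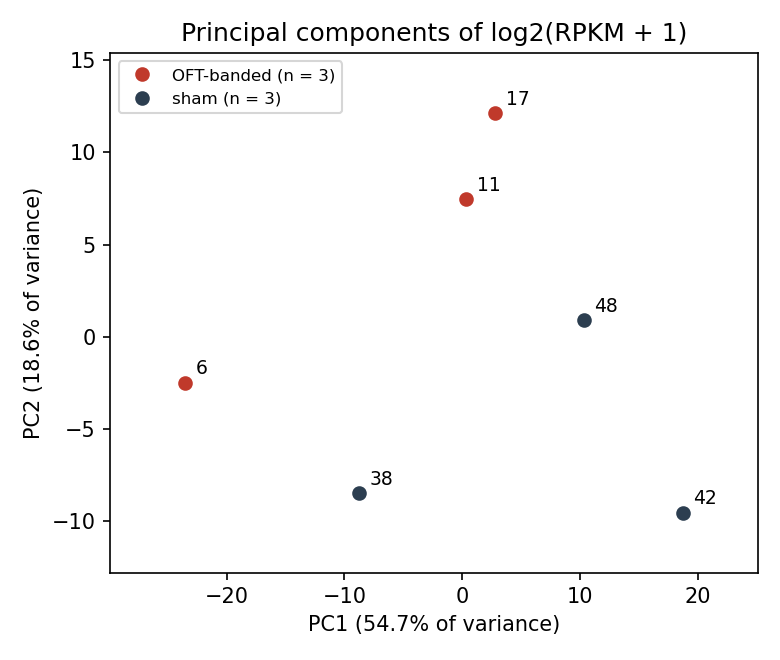
Scores of the 6 hearts on the first and second principal components of centred log2(RPKM + 1), in log2 units, with each heart's number beside its point.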

Principal component analysis (PCA) revealed within‐group hearts were clustered together, showing consistency of expression, but that between groups the OFT‐banded and sham hearts were distinct (Fig. 4A). PCA was performed with read values normalised to total fragments (FPKM), and for comparison with total transcripts (TPM) with genes with expression levels < 1 FPKM/TPM discounted. However, no proportional differences were found in the PCA between the two normalisation methods. 

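After each heart was rescaled to a sum of 1000000 (TPM), the first component of log2(TPM + 1) held 56.6% of the variance and the second 17.3%. The ratio of distances between and within groups was then 1.03 (exact permutation test over 10 splits, one-sided, p = 0.50). Heart 6 was again lowest on the first component, at -27.59, and heart 42 highest, at 20.16. A slanted line again parts the groups in the plane of both components.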

K‐means clustering was also performed on FPKM values on a subset of 45 genes linked to cardiac development and stress. This revealed that, without bias, all OFT‐banded hearts mapped a distinct centre from that of all sham hearts (Supporting Information Fig. S6).

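With 2 centres on RPKM over the 45 genes of Table 1 and Table S7 found among the deposited transcripts, the split with the least spread within clusters put hearts 11 and 17 in one cluster and heart 6 with the 3 sham hearts in the other, so that 5 of the 6 hearts lay with their group. ACTA1, skeletal alpha-actin, held 58.9% of the spread of this profile and LDHB 25.5%. Table S7 prints for MYH7 the values of the deposited MYH15 row, which this profile lacks, so the profile differs from the paper's. With that row added, a choice made after the data were seen, MYH15 held 12.8% of the spread and again 5 of 6 hearts lay with their group. On log2(RPKM + 1), and with each gene scaled to unit variance, all 6 hearts lay with their group. The 18 genes of Table S7 that are not in Table 1 placed 5 of 6 with their group on RPKM. The genes of Table 1 were chosen by the paper for their difference between these hearts, so their grouping is not independent evidence of it.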

**Figure 4:**
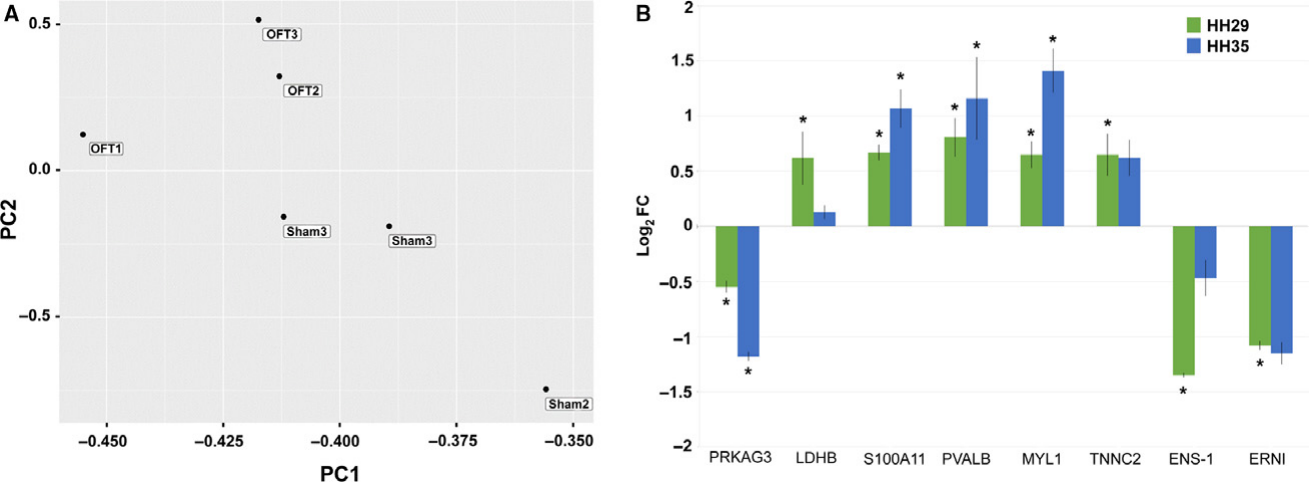
OFT‐banded hearts show overall consistency of gene expression with targeted gene analysis showing differential expression at HH29 and HH35. (A) PCA of RNA sequencing FPKM shows consistency of expression within OFT‐banded (OFT) and sham groups, with a distinction seen between groups. (B) Expression analysis of targeted genes at HH29 and HH35 by qPCR shows a general increase in differential expression in OFT‐banded hearts, with the exception of LDHB and ENS‐1, where decreases are seen (*P < 0.05; significantly differentially regulated in OFT‐banded hearts by qPCR). HH29 data are from hearts used for RNA sequencing compared with data from isolated HH35 hearts (*n* = 3 OFT‐banded, *n* = 3 sham).

Differential gene expression was analysed using DESeq with 28 genes being identified as differentially expressed in OFT‐banded hearts (using a *P*‐value cut‐off of 0.05; Table 1). 

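TIMM10 (NM_001302201), a chaperone of mitochondrial protein import, was at 226 ± 13.3 RPKM (SD, n = 3) in OFT-banded hearts and 133 ± 12.0 (SD, n = 3) in sham hearts, a log2 fold change of 0.76 (standard error 0.09, adjusted p = 0.323 from limma, the smallest of all tested genes). GBX2, a homeobox gene, was at 51.9 ± 10.1 against 23.3 ± 5.57 RPKM, and PNO1, which acts in ribosome assembly, at 113 ± 11.3 against 73.5 ± 5.59 (SD, n = 3 each). TGM2, a transglutaminase, was lower in OFT-banded hearts, at 130.4 ± 8.39 against 181 ± 10.1 RPKM, as was GLRX, a glutaredoxin, at 24.2 ± 5.45 against 70.2 ± 41.7 (SD, n = 3 each). In GLRX heart 42 stood highest, at 117 RPKM, and without it the log2 fold change went from -1.36 to -0.91. The change went to -0.55 with the level of erythroid genes as a covariate, a choice made after the data were seen. Of the 21 erythroid genes behind this covariate, 20 were lower in OFT-banded hearts. Wherever it is used, the fit can therefore also take away part of an effect of banding. In all 27 genes of Table 1 read here, with LGALS1 taken as the transcript that Table S8 gives the value of Table 1 (NM_205495), the groups did not overlap, with 13 higher and 14 lower in OFT-banded hearts and log2 fold changes of 0.43 to 1.36 in size. The more abundant LGALS1 transcript, NM_206905, overlapped between the groups, at 168 ± 27.4 against 129 ± 30.4 RPKM (SD, n = 3 each). None of the 4726 genes had an adjusted p under 0.05 from limma, and 405 had an unadjusted p under 0.05, of which 155 were higher and 250 lower (236 are expected by chance). This count was 195 without heart 42 and 649 without heart 38, and 782 and 521 for 2 of the 9 splits that mix the groups. With median-ratio scaling between hearts 57.0% of such genes were higher, against 38.3% without it. The groups did not overlap in 16.3% of all tested genes, where chance gives 10%. Adjusted over the list alone, all 27 genes of Table 1 passed, which is not independent evidence, since the paper chose them on these hearts. Of 34 gene lists written before the data were examined, with the paper's tables already read, 2 passed limma's fry, a test of whether a list moves on balance one way, and none passed camera with an estimated correlation. In fry's mixed test, for change in either direction and read after the data were seen, 4 lists passed. By value 1741 of all 4726 tested genes were higher and 2985 lower, the background for counts of higher and lower genes in the lists. Of the 27 genes, H1F0 and GLRX, lower in OFT-banded hearts, deviated within groups the most with HBE, and LLPH and PNO1, higher, the most against it (Pearson's r of 0.835, 0.819, -0.959 and -0.878 over 6 hearts). From its DESeq comparison, the paper takes the genes of Table 1 as differentially expressed in OFT-banded hearts and selects from them genes to follow by qPCR.

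**Figure D4:**
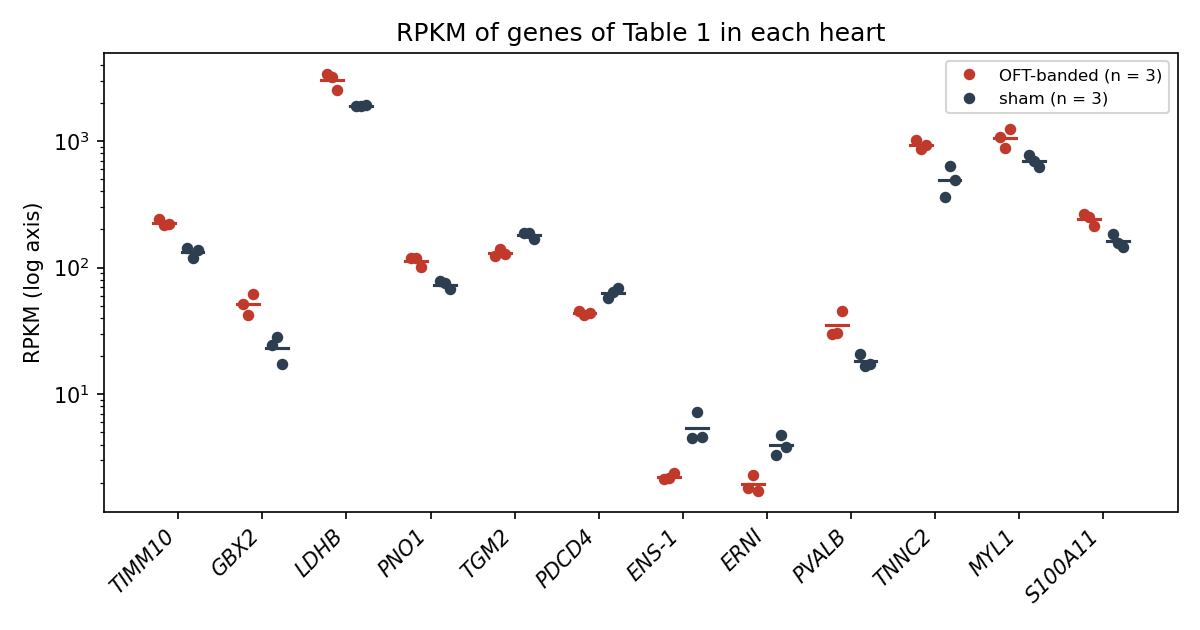
RPKM on a log axis of genes of Table 1, with 1 point per heart and a bar at the mean of each group of 3 hearts.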

To ensure differentially regulated genes of biological interest were not missed, significant genes had no minimum fold change cut‐off; however, qPCR was used to confirm differential regulation in all genes analysed further. 

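All 27 genes of Table 1 had a mean of at least 3.95 RPKM in sham hearts, the lowest being DNAJC6, at 2.56 ± 0.0569 RPKM in OFT-banded and 3.95 ± 0.295 in sham hearts (SD, n = 3 each). The ratios of mean RPKM between OFT-banded and sham hearts were 1.60 for LDHB, 1.53 for MYL1, 1.95 for PVALB, 1.89 for TNNC2, 1.49 for S100A11 and 0.649 for DNAJC6.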

Genes of interest highlighted as significant had corrected fold changes of 1.38–1.87 by RNA‐seq and fold changes of 1.46–2.56 by qPCR, confirming their differential regulation (Fig. 3B,C, Supporting Information Table S5), with all genes showing expression levels > 3.5 FPKM before any differential regulation.

**Table 1:** Significant differential gene expression by RNA sequencing following OFT‐banding.

Gene symbol/name	Biological function/involvement	Corrected log_2_ FC	SEM	Corrected *P*‐value
*ENS‐1/*Embryonic normal stem cell 1	Developmental regulation	−0.91	0.16	2.98E‐05
*TIMM10/*Translocase of inner mitochondrial membrane 10	Protein transport	0.72	0.13	2.98E‐05
*ERNI/*Early response to neural induction ERNI	Developmental regulation	−0.76	0.15	4.79E‐04
*GBX2/*Gastrulation brain homeobox 2	Transcription factor	0.83	0.17	8.27E‐04
*LDHB/*Lactate dehydrogenase B	Metabolic catalytic activity	0.64	0.13	1.23E‐03
*TNNC2/*Troponin C2, fast skeletal type	Regulation of muscle contraction	0.75	0.16	1.34E‐03
*PNO1/*Partner of NOB1 homolog	RNA binding	0.59	0.13	3.62E‐03
*PVALB/*Parvalbumin	Calcium ion binding/ contractility	0.7	0.17	1.91E‐02
*ADORA2B/*Adenosine A2b receptor	G protein‐coupled adenosine receptor	−0.74	0.18	2.08E‐02
*ITPK1/*Inositol‐tetrakisphosphate 1‐kinase	ATP binding kinase	−0.68	0.17	2.34E‐02
*GLRX/*Glutaredoxin	Enzyme, antioxidant defence system	−0.71	0.18	3.33E‐02
*PDCD4/*Programmed cell death 4	RNA binding inhibitor	−0.41	0.11	3.52E‐02
*PIAS2/*Protein inhibitor of activated STAT 2	Transcriptional coregulator	−0.36	0.1	4.37E‐02
*MYL10/*Myosin, light chain 10, regulatory	Calcium ion binding	0.67	0.18	4.37E‐02
*TGM2/*Transglutaminase 2	Crosslinks proteins	−0.38	0.1	4.37E‐02
*DNAJC6/*DnaJ heat shock protein family (Hsp40) member C6	Regulate molecular chaperone	−0.48	0.13	4.40E‐02
*RAP1GAP2 ‐* RAP1 GTPase‐activating protein 2	GTPase activator	−0.57	0.15	4.46E‐02
*MYL1/*Myosin, light chain 1	Calcium ion binding, structural muscle	0.54	0.15	4.46E‐02
*H1F0/*H1 histone family, member 0	Compacts histones	−0.64	0.18	4.46E‐02
*IFNGR1/*Interferon gamma receptor 1	Cytokine binding	0.55	0.15	4.46E‐02
*ARFGAP1/*ADP ribosylation factor GTPase‐activating protein 1	GTPase‐activating	−0.47	0.13	4.46E‐02
*S100A11/*S100 calcium binding protein A11	Calcium ion binding/ contractility	0.52	0.14	4.46E‐02
*LBH/*Limb bud and heart development	Modulator of transcription factors	0.6	0.17	4.86E‐02
*CDH8/*Cadherin 8	Cell adhesion	−0.6	0.16	4.86E‐02
*GSTA4/*Glutathione S‐transferase alpha 4‐like	Cellular defence against toxicity	−0.65	0.18	4.88E‐02
*LGALS1/*Galectin 1	Modulates cell‐cell/cell‐matrix interactions	0.64	0.18	4.88E‐02
*LLPH/*LLP homolog, long‐term synaptic facilitation	Transcription machinery binding	0.58	0.16	4.97E‐02

DESeq uses corrected false discovery rates (FDR) *P*‐values. Genes identified by this method have been shown to be highly verified (Anders & Huber, 2010). However, DESeq is a conservative estimator (Soneson & Delorenzi, 2013), particularly with small experiment sizes. 

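HDAC7, a class IIa histone deacetylase, was at 18.6 ± 1.66 RPKM (SD, n = 3) in OFT-banded hearts and 24.6 ± 1.62 (SD, n = 3) in sham hearts. Its log2 fold change was -0.39 (standard error 0.11, unadjusted p = 0.00992 and adjusted p = 0.543 from limma), and every OFT-banded heart lay below every sham heart. The log2 fold change went to -0.23 with the level of erythroid genes as a covariate, a choice made after the data were seen.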

To test whether sequencing results could be used to drive further research in genes of near significance, two genes, *PRKAG3* and *HDAC7*, with *P*‐values of 0.06 and 0.07, respectively, were further analysed by qPCR. *PRKAG3* returned a significant *P ≤ *0.05 by qPCR; however, *HDAC7* remained insignificant. The qPCR results show that the sequencing data (full gene regulation results provided in Supporting Information Table S8, and the sequencing data are accessible through GEO Series accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120498) can be used to target genes for further investigation and that genes just outside of significance could still potentially be targets.

### Targeted gene expression study at HH29 and HH35 highlights potential biological mechanisms

To elucidate the effect of OFT‐banding beyond HH29, observation of differential expression in genes of interest at HH29 led to their further study at HH35 by qPCR. Genes were selected based on their possible cardiac biological significance together with RNA sequencing pathway data (Table S6). Genes had potential roles in metabolism, contraction, apoptosis and neural development. 

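Of 41 tested genes of the mitochondrial ribosome and protein import, 34 were higher by value in OFT-banded hearts, where 1741 of all 4726 tested genes were higher. TIMM10 and MRPL15 passed when adjusted over the list alone, TIMM10 being a gene of Table 1 chosen by the paper on these hearts. MRPL15, a mitochondrial ribosomal protein, was at 232 ± 7.21 RPKM in OFT-banded and 171 ± 17.9 in sham hearts (SD, n = 3 each). Of 31 genes of oxidative phosphorylation 22 were higher, among them NDUFA5, a subunit of complex I, at 391.7 ± 27.83 against 281 ± 32.6 RPKM (SD, n = 3 each), and none passed. As lists, neither passed (adjusted p = 0.578 and 0.593 from limma's fry), and both turned downward with the level of erythroid genes as a covariate, a choice made after the data were seen. Over all genes with a known span on the genome, introns included, those of shorter span tended to be higher in OFT-banded hearts (Spearman's rho of the log2 fold change with gene span -0.240). With this trend removed, likewise chosen afterwards, neither list turned or passed. Of 21 genes of the TCA cycle and pyruvate entry 9 were higher (adjusted p = 0.827 from limma's fry), a list that turned upward with median-ratio scaling, with the span trend removed and with that covariate. Of 23 genes of fatty acid oxidation 12 were higher (adjusted p = 0.744 from limma's fry), and this list turned downward with TPM and with the globin genes left out. Of 21 genes of glycolysis and lactate 9 were higher (adjusted p = 0.744 from limma's fry), and the list turned upward with the covariate. LDHB alone passed when adjusted over the list alone, and it too is in Table 1, chosen by the paper on these hearts. PFKM, phosphofructokinase, was at 39.0 ± 6.06 against 54.9 ± 7.08 RPKM (SD, n = 3 each).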

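PRKAG3 was at 8.62 ± 0.173 RPKM (SD, n = 3) in OFT-banded hearts and 13.2 ± 2.00 (SD, n = 3) in sham hearts at HH29. The log2 fold change was -0.55 (standard error 0.14, unadjusted p = 0.00500 and adjusted p = 0.543 from limma), with every OFT-banded heart below every sham heart. STK11, which encodes the AMPK kinase LKB1, was at 23.5 ± 2.61 against 30.3 ± 5.58 RPKM (SD, n = 3 each). All 13 tested genes of AMPK and its regulators were lower by value, where 2985 of all 4726 tested genes were lower. Their median log2 fold change was -0.30. With the level of erythroid genes as a covariate, a choice made after the data were seen, the list turned upward and STK11 went from -0.34 to -0.02. The erythroid genes were themselves mostly lower in OFT-banded hearts, so this fit can take away part of an effect of banding. None of the 13 AMPK genes passed when adjusted over all genes or adjusted over the list alone. The AMPK list did not pass (adjusted p = 0.537 from limma's fry). In limma's camera it passed with a preset correlation of 0.01 (adjusted p = 0.0135) but not with an estimated one (0.604).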

PRKAG3, a gamma regulatory unit of key metabolic regulator AMPK showed a downregulation at HH29 in OFT‐banded hearts (−0.68 log_2_ FC); this differential regulation increased by 104% at HH35 (−1.18 log_2_ FC; Fig. 4B, Table S5). 

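PRKAG1 was at 44.7 ± 3.66 RPKM in OFT-banded and 48.2 ± 5.08 in sham hearts (SD, n = 3 each), a log2 fold change of -0.10 (standard error 0.11, adjusted p = 0.706 from limma). PRKAG2 is listed as 3 transcripts, of which 1 was at 0 in all hearts and the others did not exceed 0.42 and 0.28 RPKM. Their sum was 0.50 ± 0.13 RPKM in OFT-banded and 0.44 ± 0.11 in sham hearts (SD, n = 3 each; exact permutation test, two-sided, p = 0.6). Genes listed with more than 1 transcript mostly had low values, with a median summed RPKM of 0.0908 over 252 such symbols, against 14.4 over the 6290 symbols listed once, although 26.2% of them had a sum of at least 1 RPKM.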

Sequencing also revealed that there is no compensatory response from *PRKAG3* isoforms at HH29, with *PRKAG2* expressed at very low levels of 0.1–0.4 FPKM across all samples (Supporting Information Table S7). 

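LDHB, the heart-type subunit of lactate dehydrogenase, was at 3041 ± 454 RPKM (SD, n = 3) in OFT-banded hearts and 1896 ± 30.4 (SD, n = 3) in sham hearts at HH29. Its log2 fold change was 0.67 (standard error 0.13, unadjusted p = 0.00106 and adjusted p = 0.543 from limma), and every OFT-banded heart lay above every sham heart.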

LDHB promotes oxygen metabolism in the heart and at HH29 shows significant upregulation (0.62 log_2_ FC); however, differential regulation is eliminated at HH35 (Fig. 4B). Genes which play roles in calcium sequestering and hence are potentially important in contraction, namely S100A11, PVALB, MYL1 and TNNC2, all showed mRNA upregulation at HH29 (Fig. 4B). 

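S100A11 was at 242 ± 25.1 RPKM in OFT-banded and 163 ± 20.5 in sham hearts, PVALB at 35.3 ± 8.86 against 18.2 ± 2.24, MYL1 at 1063 ± 179.7 against 696 ± 73.7 and TNNC2 at 935 ± 70.9 against 495 ± 136 (SD, n = 3 each). The log2 fold changes were 0.57, 0.90, 0.60 and 0.95 (standard errors 0.12, 0.18, 0.14 and 0.19, each with an adjusted p of 0.543 from limma), and no OFT-banded heart overlapped with a sham heart. S100A11 went to 0.34 with the level of erythroid genes as a covariate, a choice made after the data were seen. Of 11 tested fast skeletal muscle genes 9 were higher by value, and PVALB, TNNC2, MYL1 and MYL10 passed when adjusted over the list alone. The list rose on balance (adjusted p = 0.0287 from limma's fry), but the call was lost in limma's camera with an estimated correlation (adjusted p = 0.294; range over the alternatives 2.33e-05 to 0.650). Those 4 genes are in Table 1 and were chosen by the paper on these hearts. The other 7 genes gave the highest of these values.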

At HH35, intercellular membrane protein S100A11, cytoplasmic protein PVALB and structural protein MYL1 showed further increases in gene regulation of 43%, 60% and 114%, respectively; however, the structural protein TNNC2 showed a slight reduction in expression (Fig. 4). 

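ENS-1 was at 2.23 ± 0.122 RPKM in OFT-banded and 5.45 ± 1.51 in sham hearts, and ERNI at 1.94 ± 0.311 against 3.98 ± 0.752 (SD, n = 3 each). The log2 fold changes were -0.97 and -0.75 (standard errors 0.20 and 0.19, each with an adjusted p of 0.543 from limma), with no overlap between the groups. All 4 tested genes of the early embryo and pluripotency list were lower. Besides this pair these were DNMT3B, a DNA methyltransferase, at 19.4 ± 1.85 against 23.8 ± 2.17 RPKM, and SALL4, a zinc finger factor, at 7.62 ± 0.333 against 8.69 ± 0.301 (SD, n = 3 each). ENS-1 and ERNI passed when adjusted over the list alone. The list fell on balance (adjusted p = 0.0444 from limma's fry), but the call was lost in limma's camera with an estimated correlation (adjusted p = 0.487; range over the alternatives 0.00305 to 0.487) and whenever any 1 heart was left out. ENS-1 and ERNI are in Table 1 and were chosen by the paper on these hearts.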

Neural developmental genes *ERNI* and *ENS‐1* show a significant downregulation of −1.08 and −1.35 log_2_ FC, respectively, at HH29. *ERNI* differential expression was maintained at HH35; however, the downregulation of *ENS‐1* was reduced to insignificant levels (Fig. 4B).

### Reduced apoptosis in HH29 OFT‐banded hearts

Apoptosis has been shown to play a significant role in the ischaemic heart (Teringova & Tousek, 2017), and our sequencing and further qPCR analysis revealed genes that have been shown to affect apoptosis to be differentially regulated. 

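PDCD4, a gene of programmed cell death, was at 44.1 ± 1.44 RPKM (SD, n = 3) in OFT-banded hearts and 63.4 ± 5.45 (SD, n = 3) in sham hearts, a log2 fold change of -0.51 (standard error 0.09, adjusted p = 0.543 from limma). Of 18 tested pro-apoptotic genes 15 were lower by value, where 2985 of all 4726 tested genes were lower. PDCD4, a gene of Table 1 chosen by the paper on these hearts, alone passed when adjusted over the list alone. TP53INP1, a p53-inducible gene, was at 21.4 ± 2.15 against 31.3 ± 4.86 RPKM (SD, n = 3 each), with no overlap between the groups. Of 11 anti-apoptotic genes 8 were lower, including BIRC2, at 18.2 ± 3.19 against 26.5 ± 6.84 RPKM (SD, n = 3 each), and none passed. Neither list passed (adjusted p = 0.431 and 0.744 from limma's fry), and the anti-apoptotic list turned upward with the level of erythroid genes as a covariate, a choice made after the data were seen.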

Two such genes are the downregulated *S100A11* and upregulated *PDCD4*. Suppression of *S100A11* (Kanamori et al. 2004) and expression of *PDCD4* (Cheng et al. 2010; Liu et al. 2012) are associated with apoptosis, and the respective up‐ and downregulation of these genes could be indicative of reduced apoptosis. Therefore, apoptosis was analysed in OFT‐banded and sham control hearts. Cells positive for apoptosis were found scattered throughout the hearts in both OFT‐banded (*n* = 5) and sham (*n* = 5) groups. Significant decreases were seen in the RA, LA, RV, LV and interventricular septum (IVS) crest. In the RA, a decrease in apoptosis of 66.7% was seen (3.04 ± 0.35% sham, 1.06 ± 0.07% OFT‐banded; *P* < 0.01; Fig. 5Aa’,b’,B), and a 62.3% decrease in the LA (2.26 ± 0.39% sham, 0.85 ± 0.09% OFT‐banded; *P* < 0.05; Fig. 5Aa’’,b’’,B). Apoptosis in the RV was decreased by 56.4% (1.95 ± 0.24% sham, 0.85 ± 0.11% OFT‐banded hearts; *P* < 0.01; Fig. 5Ca’,b’,D), and in the LV by 43.8% (0.89 ± 0.12% sham, 0.5% ± 0.04% OFT‐banded hearts; *P* < 0.05; Fig. 5Ca’’,b’’,D). The crest of the IVS was decreased 42.7% (1.41 ± 0.07% sham, 0.81 ± 0.12% OFT‐banded; *P* < 0.05; Fig. 5Ca’’’’,b’’’’,D). However, no differences in apoptosis were seen at the base of the IVS (Fig. 5Ca’’’,b’’’,D).

**Figure 5:**
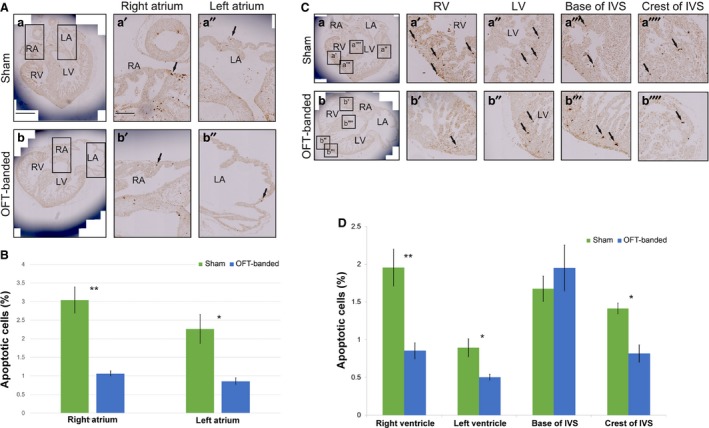
Apoptosis was decreased in both ventricles and in the myocardial crest of the interventricular septum in HH29‐banded hearts. (A,B) Apoptosis was decreased in both right and left atria upon OFT‐banding. Apoptotic cells were seen in the myocardium of both right and left atria of sham controls (a,a’,a’’) and OFT‐banded hearts (b,b’,b’’); arrows denote apoptotic cells. A decrease of apoptotic cells was revealed in both atria, with *P* < 0.01 in the right and *P* < 0.05 in left atrium. Boxed areas in (a) and (b) are shown in higher magnification in (a’,a’’) and (b,b’’), respectively. LA, left atrium; RA, right atrium. Scale bars: 300 μm (a,b), 150 μm (a’,a’’,b’,b’’). *n* = 3 for each group. (C,D) Apoptotic cells (denoted by arrows) were seen in the compact myocardium and ventricular trabeculae of both right and left ventricles in controls (a’,a’’) and OFT‐banded hearts (b’,b’’). Apoptotic cells were also seen in the base of interventricular septum and in the myocardial crest of the ventricular septum of both controls (a’’’,a’’’’) and banded (b’’’,b’’’’) hearts. A decrease of apoptotic cells was revealed in both the right (*P* < 0.01) and left ventricle (*P* < 0.05). The level of apoptosis was not found significantly different in the base of the septum but a significant reduction was revealed in the crest (*P* < 0.05). Boxed areas in (a) and (b) are shown in higher magnification in (a’‐a’’’’) and (b‐b’’’’), respectively. IVS, interventricular septum; LA, left atrium; LV, left ventricle; RA, right atrium; RV, right ventricle. *n* = 3 for each group.

### OFT‐banded hearts show no changes in glycogen deposition

Expression data showing downregulation of AMPK regulator PRKAG3 could be indicative of altered glycogen storage, with glycogen storage disease and *PRKAG2* (isoform of *PRKAG3*) mutation seen in some cases of cardiomyopathy (Porto et al. 2016; Banankhah et al. 2018). To see whether any phenotype of glycogen storage was present, glycogen deposition was analysed by periodic acid‐Schiff stain with diastase (PAS‐D) at HH35 in OFT‐banded and sham hearts (*n* = 3 per group). HH35 was chosen because this stage represented the highest level of differential regulation of *PRAKG3*. Glycogen storage disease was not present; no differences were seen in glycogen deposition between OFT‐banded and control hearts (Fig. 6).

**Figure 6:**
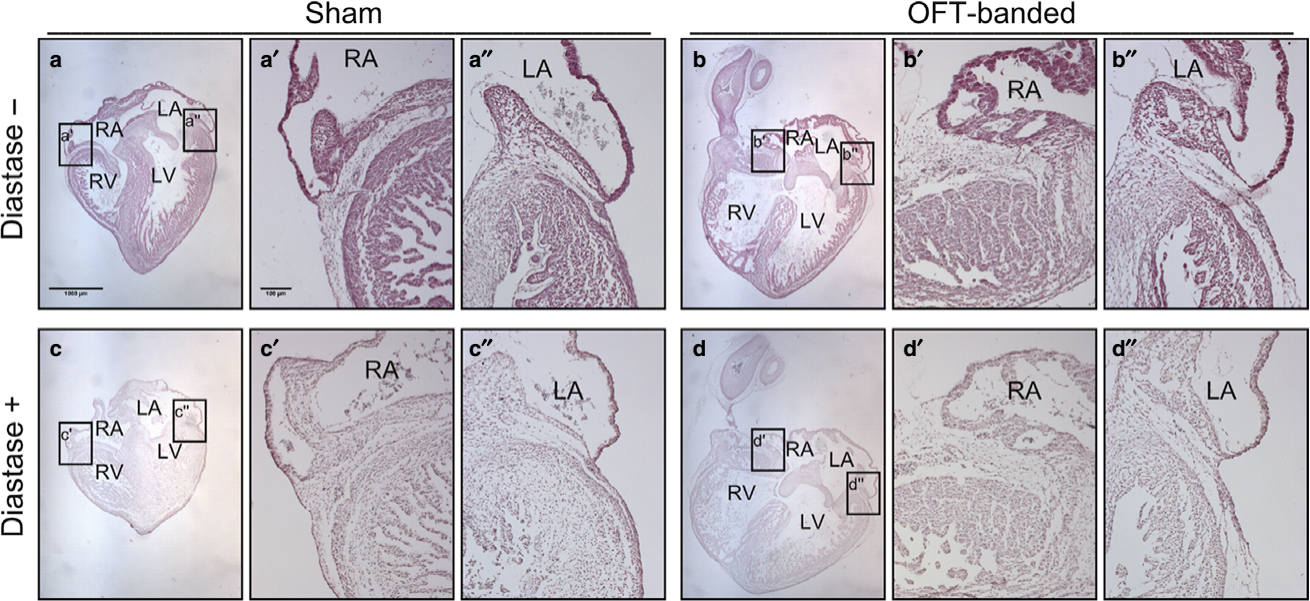
Glycogen storage is not affected in HH35‐banded hearts. Sham and OFT‐banded heart sections were treated with periodic acid‐Schiff (PAS). PAS without the addition of diastase (−) (a,b) or with a diastase reaction taking place (+) (c,d). There was no apparent difference in the treatment groups or between the right (a’,b’) and left side (a’’,b’’) of the hearts in non‐diastase‐treated and diastase‐treated right (c’,d’) and left sides (c’’,d’’). LA, left atrium; LV, left ventricle; RA, right atrium; RV, right ventricle. Scale bars: 1000 μm (a‐d), 100 μm (a’,a’’,b’,b’’,c’,c’’,d’,d’’). *n* = 3 for each group.

## Discussion

Environmental and genetic factors affect embryonic heart formation, with blood flow playing a critical role in cardiac remodelling (Midgett & Rugonyi, 2014; Courchaine et al. 2019). Though many haemodynamically altered heart models exist in the literature (Sedmera et al. 1999; Tomanek et al. 1999; Miller et al. 2003; Buffinton et al. 2013; Chivukula et al. 2016; Midgett et al. 2017), a global molecular characterisation of whole hearts during cardiogenesis has not been performed. Additionally, RNA sequencing was carried out on library preparations with globin transcripts removed. The globin depletion technique has been shown to increase the detection of non‐globin transcripts in expression studies, allowing greater detection of genes with low read counts (Wu, 2007; Choi et al. 2014). However, it has not been performed previously in the chick embryo. Not all species have high levels of globin mRNA, with a recent study showing that equine and bovine blood have low levels (Correia et al. 2018). However, the data presented here show six globin genes with very high expression relative to reference genes such as GAPDH, suggesting the need for globin depletion in the chick.

The OFT‐banded heart is a typical pressure overloaded embryonic heart model that gives rise to a range of structural malformations such as pharyngeal arch anomalies, persistent truncus arteriosus, ventricular septal defects and valve defects (Clark & Rosenquist, 1978; Sedmera et al. 1999; Tobita et al. 2002; Hall et al. 2004; Midgett et al. 2017; Pang et al. 2017), while also showing a left‐sided dilation. In addition, previous data from our group show changes in the ECM of the epicardium at a molecular and morphological level with a progressive aberrant phenotype from HH29 to HH35 (Perdios et al. 2019). However, overall embryonic growth was not affected upon banding, as the cardiac output and overall embryo size are the similar in control and banded embryos (Clark et al. 1989; Keller et al. 1997; Pang et al. 2017). In this study, evidence is provided of molecular mechanisms involved in OFT‐banded hearts, highlighting potential cardioprotective responses, with further analyses characterising the levels of apoptosis and glycogen accumulation.

Though some dilation of the ventricles has been reported previously (Buffinton et al. 2013), this study found dilation of both the left ventricle and atria, with an increased lumen and a decrease in myocardium and trabeculae. Though OFT‐banded models have been shown generally to give rise to a thicker myocardium (Clark et al. 1989; Sedmera et al. 1999; Tobita et al. 2002), analysis at later stages (HH36) has shown a reversal of this, with a significant reduction seen (Tomanek et al. 1999). Left atrial dilation has been postulated as a consequence of more extensive left ventricular damage, and dilated cardiomyopathy patients with dilation of the ventricle accompanied by atrial dilation are associated with a higher risk of morbidity (Modena et al. 1997). Therefore, the left‐sided dilation and reduced myocardium seen herein could be indicative of a more advanced OFT‐banded phenotype (Sedmera et al. 1999; Tobita et al. 2002). Heart dilation has been seen in humans subsequent to a previous diagnosis of a hypertrophic heart, suggesting the heart is failing (Hamada et al. 2010). Conversely, the developing or postnatal heart with a complex congenital defect (having two or more heart defects) is prone to abnormal haemodynamics, with a dilated heart seen as a secondary effect in some cases (Sanchez‐Gomez et al. 2017; Courchaine et al. 2018). In addition, a recent study has indicated that as heart development progresses (HH22 to HH36), the proximal part of the OFT (conus) becomes part of the right myocardial wall (Lazzarini et al. 2018); this process could rescue the right ventricular wall from a dilating phenotype. Therefore, to assess the molecular mechanisms involved with this phenotype during cardiogenesis, we performed global RNA sequencing on OFT‐banded and control hearts.

Sequencing found differential regulation of genes predicted to be involved in heart metabolism, apoptosis, neural development and contractility (see pathway analysis Table S6). qPCR confirmed that the most differentially expressed genes identified can be used as a guide for further functional studies. This differential gene expression as a consequence of the OFT‐banding procedure could be expected as a response to stress in order to maintain cardiac output.

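Of 21 tested genes of the load and hypertrophy response, 18 were higher by value in OFT-banded hearts, with a median log2 fold change of 0.32. NPPB, a natriuretic peptide of loaded myocardium, was at 4242 ± 2544 RPKM in OFT-banded and 1698 ± 501 in sham hearts, and HBEGF, a growth factor, at 8.04 ± 3.67 against 3.97 ± 0.319 (SD, n = 3 each). ANKRD1, a stretch-responsive cardiac gene named in Table S7, was at 84.8 ± 98.0 against 18.2 ± 5.90 RPKM (SD, n = 3 each). Heart 17 carried much of these differences, at 198 RPKM for ANKRD1 against 29.1 and 27.4 in the other OFT-banded hearts, and without it the log2 fold change of ANKRD1 went from 1.58 to 0.66, of NPPB from 1.19 to 0.73 and of HBEGF from 0.79 to 0.48. For NPPB, heart 6 lay within the range of the sham hearts. No gene of the list passed when adjusted over all genes or adjusted over the list alone, and the list did not pass (adjusted p = 0.578 from limma's fry).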

One of the more unexpected sequencing results was that two of the three top differentially regulated genes were the neural developmental genes *ENS‐1* and *ERNI*. These genes are expressed during proliferation and are downregulated upon differentiation (Jean et al. 2013). They are known to be expressed in pluripotent cells of the epiblast and later in the prospective neural plate (Mey et al. 2012). 

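GBX2 had a log2 fold change of 1.13 (standard error 0.21, unadjusted p = 0.000909 and adjusted p = 0.543 from limma), with every OFT-banded heart above every sham heart. Of 17 tested neural crest genes 9 were higher and 8 lower by value. GBX2, a gene of Table 1 chosen by the paper on these hearts, alone passed when adjusted over the list alone. EDNRA, an endothelin receptor, was at 90.7 ± 9.48 RPKM in OFT-banded and 112 ± 12.5 in sham hearts, and TWIST1, a transcription factor of mesenchyme, at 16.1 ± 0.736 against 12.8 ± 1.91 (SD, n = 3 each). The list did not pass (adjusted p = 0.744 from limma's fry), and its direction turned downward with TPM, with the globin genes left out and without GBX2. Fry's mixed test, for change in either direction, passed (adjusted p = 0.0418 from limma), a test read after the data were seen, but not without GBX2 (adjusted p = 0.353 from limma), with no filter, median-ratio scaling, no intensity trend or the erythroid covariate, or without heart 6, 11, 17, 38 or 42. The list did not pass limma's camera with an estimated correlation either (adjusted p = 0.604), which asks for 1 direction.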

Another gene, *Gbx2*, known to be involved in cardiac neural crest activation (Calmont et al. 2009; Simoes‐Costa & Bronner, 2015) showed an upregulation in OFT‐banded hearts. Multipotent cells derived from the neural crest have been detected in the conduction system of the heart into late development (Keyte & Hutson, 2012), and ablation of neural crest cells has led to a retardation of the apex to base conduction pattern (Gurjarpadhye et al. 2007). This would suggest that these cells have a role in cell differentiation in the heart. The downregulation of *ENS‐1*/*ERNI*, along with the upregulation of Gbx2, suggests that OFT‐banded hearts could suffer from abnormalities caused by aberrant neural crest differentiation. Further investigations to analyse neural crest differentiation would be of interest in future studies.

Expression of *PRKAG3*, a gamma regulatory unit of key metabolic regulator AMPK, was confirmed in the embryonic chick heart at HH29 and HH35. 

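Within each heart, PRKAG3 was at 0.194 ± 0.0133 times the RPKM of PRKAG1 in OFT-banded hearts and 0.274 ± 0.0301 times in sham hearts (SD, n = 3 each). PRKAG1 was thus the more abundant in all 6 hearts. The groups did not overlap in this ratio (exact permutation test, two-sided, p = 0.1, the smallest possible). PRKAG3 was at 18.3 ± 5.45 and 30.9 ± 6.32 times the summed value of PRKAG2 (SD, n = 3 each). Among ribosomal protein genes that, like PRKAG2, are listed with several transcripts, RPS24 had a summed mean of 0.0483 RPKM, RPL12 0.340 and RPS27A 11.3.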

*PRKAG3* and *PRKAG1* are the dominant isoforms, with *PRKAG2* showing near‐zero levels of expression at HH29. In the normal human adult heart, *PRKAG2* is highly expressed, whereas *PRKAG3* shows very low expression (Pinter et al. 2012). Gamma subunits are co‐ordinately regulated in response to metabolic requirements (Pinter et al. 2013), and it is likely that in the embryonic chick heart, *PRKAG3* is expressed to compensate for the low levels of *PRKAG2*. Further, PRKAG2 has been associated with heart disorders such as cardiac hypertrophy, left ventricular dilation, supraventricular tachyarrhythmias, ventricular pre‐excitation and glycogen storage cardiomyopathies (Porto et al. 2016). The gamma subunit in response to AMP/ADP alters AMPK conformation, promoting phosphorylation and subsequently stopping dephosphorylation and AMPK inactivation (Zaha & Young, 2012). Thus, the reduction in *PRKAG3* upon OFT‐banding would be expected to lead to reduced sensitivity of AMPK to AMP/ADP/ATP levels. AMPK is a cell master metabolic regulator with many functions involved in protein kinase and transcriptional regulatory activity (Zaha & Young, 2012; Bairwa et al. 2016). Therefore, affecting AMPK activity could have many knock‐on effects in OFT‐banded hearts and is an area for further study.

Differential expression was also found for another metabolic gene that plays a key role in glucose metabolism, lactate dehydrogenase B (*LDHB*). 

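LDHB exceeded LDHA in all 6 hearts, by 6.21 ± 1.82 times in OFT-banded and 3.99 ± 0.461 times in sham hearts (SD, n = 3 each; exact permutation test of the log2 ratio, two-sided, p = 0.1, the smallest possible). LDHA, the muscle-type subunit, was at 514 ± 154 RPKM in OFT-banded and 479 ± 63.6 in sham hearts (SD, n = 3 each).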

*LDHB* is the predominant isoform in the adult heart (Valvona et al. 2016), and our sequencing confirms this is also the case in the chick embryo. It favours the reaction of lactate to pyruvate, thus promoting the TCA cycle and oxidative metabolism (Schisler et al. 2015). Under conditions of pressure overload and anaerobic stress, the heart can alter metabolism dependence in order to maintain output in response to substrate and/or oxygen availability and load (Das et al. 1987; An & Rodrigues, 2006; Lai et al. 2014). The data described here show significant upregulation at HH29; however, differential regulation is eliminated at HH35. This would suggest that at HH29 the OFT‐banded heart is trying to promote oxidative metabolism in an effort to maintain cardiac output. However, by HH35, metabolism may be becoming increasingly anaerobic, perhaps as oxygen levels are not high enough to maintain output, and the heart switches again to try to preserve cardiac output. This study analysed hearts during a period of active remodelling during cardiogenesis; metabolism is known to be involved in heart remodelling (Doenst et al. 2013). Therefore, these results would suggest a disruption to energy metabolism in OFT‐banded hearts that could have a bearing on heart morphology.

The PAS‐D assay was performed to examine any differences in glycogen storage between the OFT‐banded and control hearts. Glycogen stains a purple‐magenta colour using PAS and the amount of glycogen can be measured semi‐quantitatively by the intensity of the stain (McManus, 1948). The addition of diastase acts as a control for the diastase negative sections, as glycogen is not the only PAS‐positive element. PAS‐D can also identify other PAS‐positive elements that can be a sign of a disorder (e.g. increase in mucins) because the glycogen is digested and washed out (McManus, 1948). 

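Of 9 tested genes of glycogen metabolism 6 were lower by value in OFT-banded hearts, where 2985 of all 4726 tested genes were lower. PYGB, a glycogen phosphorylase, was at 120.2 ± 23.9 RPKM in OFT-banded and 183 ± 27.2 in sham hearts, and PYGL, another, at 37.5 ± 2.60 against 44.4 ± 2.80 (SD, n = 3 each), with no overlap between the groups for either. None passed when adjusted over all genes or adjusted over the list alone. The list did not pass (unadjusted p = 0.0281 and adjusted p = 0.319 from limma's fry).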

Although the data described here found differential regulation in genes associated with glycogen storage, the PAS‐D assay showed that the glycogen storage of the experimental model was not significantly affected in comparison with shams, suggesting glycogen storage disease was not present.

This study has also shown significant upregulation in multiple Ca^2+^ sequestering genes, which play roles in the heart’s ability to contract. Such increases could be expected as part of the heart’s response to stress in an attempt to increase contractility. 

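Of 15 tested genes of cardiac calcium handling 9 were higher by value in OFT-banded hearts. S100A11 alone passed when adjusted over the list alone, and it is in Table 1, chosen by the paper on these hearts. CALM, calmodulin, was at 1338 ± 30.6 RPKM in OFT-banded and 1156 ± 29.0 in sham hearts, and PLN, the inhibitor of the sarcoplasmic calcium pump, at 657 ± 72.6 against 514 ± 90.9 (SD, n = 3 each). The list did not pass (adjusted p = 0.578 from limma's fry). The pump gene itself, ATP2A2, is listed with several transcripts at a summed mean of 0.580 RPKM and was not among the 15 tested. Symbols listed with several transcripts mostly had low values, with a median of 0.0908 RPKM against 14.4 for those listed once. The ATP2A2 value may thus reflect how reads were counted and does not show that the gene is little used. Of 21 cardiac sarcomere genes 13 were higher, among them CSRP3, a Z-disc protein, at 1335 ± 261 against 1019 ± 63.9 RPKM (SD, n = 3 each), and the list did not pass (adjusted p = 0.679 from limma's fry). In limma's camera the calcium and sarcomere lists passed with a preset correlation of 0.01 (adjusted p = 0.0314 and 0.0133) but not with an estimated one (0.604 each).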

A recent study has shown that treatment with a drug expected to increase contractility (phosphatase‐inhibitor‐1) in a pressure overload model actually led to heart deformities, but non‐pressure overload hearts showed the expected improvement with treatment (Schwab et al. 2018). The differential expression of *PVALB* and *S100A11* are of particular interest*.* PVALB expression was increased upon OFT‐banding in HH29 hearts, with differential expression seen to increase at later stages. *PVALB,* expressed in fast‐conducting skeletal muscle, has been used in preclinical rat trials where its expression accelerated relaxation by the action of sequestering calcium from TNNC2 to the sarcoplasmic reticulum (Szatkowski et al. 2001; Wolfram & Donahue, 2013). Its action is independent of ATP (Wolfram & Donahue, 2013), and with our results showing disruption to genes involved in energy metabolism, a protein that is not energy dependent could be an ideal therapeutic target. S100A11 has been found to be co‐expressed with S100A1 on internal cell membranes and at Z‐discs in skeletal muscle (Arcuri et al. 2002). S100A11 has not been linked directly with pressure overload (Thuny et al. 2012) but has been found to be upregulated following β‐adrenergic stimulation in the rat heart (Inamoto et al. 2000). *S100A1*‐deficient mice have been shown to have impaired cardiac contractility in response to pressure overload (Inamoto et al. 2000). 

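S100A11 exceeded S100A1 in all 6 hearts at HH29, by 2.23 ± 0.174 times in OFT-banded and 1.80 ± 0.102 times in sham hearts (SD, n = 3 each; exact permutation test of the log2 ratio, two-sided, p = 0.1, the smallest possible). S100A1 was at 109 ± 13.1 RPKM in OFT-banded and 90.4 ± 7.24 in sham hearts (SD, n = 3 each).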

Our sequencing at HH29 reveals *S100A11* to be dominantly expressed over *S100A1,* and hence a potential cardioprotective effect seen to be increasing from HH29 to HH35. Overexpression of *S100A11* is associated with reduced apoptosis, whereas suppression has been seen to lead to apoptosis (Kanamori et al. 2004). The decrease in apoptosis seen in OFT‐banded hearts suggests the increase in *S100A11* expression may be involved.

Upregulation of PDCD4 is associated with apoptosis and is a target of microRNA‐21 and microRNA‐499‐5p, both of which have been linked to cardioprotection (Cheng et al. 2010; Liu et al. 2012; Jia et al. 2016; Li et al. 2016). Therefore, downregulation of PDCD4 expression with a concomitant decrease of apoptosis in this study suggests the embryonic hearts were undergoing an intrinsic cardioprotective mechanism in response to pressure overloading. Further, AMPK has been found to be a key regulator of cell death in response to stress, with AMPK activation coinciding with cell cycle arrest and induction of apoptosis (Hwang et al. 2010; Law et al. 2017). Apoptosis is not a characteristic of the normal human adult heart; however, increased apoptosis has been linked to a heart that is failing (Narula et al. 2000; Zhao et al. 2016). A decrease in apoptosis has been shown to provide a protective/defensive mechanism in the fetal heart (Schaffer et al. 2000; Tao et al. 2015). Therefore, these studies support the notion that the heart is undergoing a protective response, and are further evidence that the heart is not yet failing.

With a key period of chamber development being haemodynamically altered, from banding at HH21 to RNA sequencing and structural analysis at HH29, it could be that the differential gene regulation seen in metabolic genes, though attempting to respond to changes in load, had a direct bearing on the anatomical phenotype seen in OFT‐banded hearts. The pressure overloaded developing chick heart was found to have left‐sided dilation and a decrease in apoptosis. Upon analysis of the global gene expression profile using RNA sequencing on globin ‐depleted RNA, changes in gene expression related to metabolism, apoptosis, neural development and contractility, with further targeted expression studies at a later stage of development performed. These data suggest the heart is responding in a cardioprotective manner. Together, this study provides insights into the effect that altered haemodynamics has on heart structure and function, which will help increase the understanding of heart development while subjected to pressure overload. This may focus future functional and therapeutic studies to elucidate the mechanisms involved.

## Author contributions

S.L. M.P. and K.P. conceived the initial project idea. M.P. K.P. and C.P. designed experiments. M.P. C.P. K.P. and S.R. performed the experiments. M.P. analysed and interpreted data.; S.L. supervised the project. M.P. took the lead in writing the manuscript, with all authors contributing.

## Conflict of interest

The authors declare no conflict of interest.

## Supporting information

**Fig. S1.** Relative mRNA quantity comparison in RNase‐treated (+RNase, globin‐depleted) and non‐RNase treated (–RNase, non‐globin‐treated) samples. An approximately one‐fold decrease in relative quantity was seen in globin‐depleted samples. Three untreated control HH29 hearts where used, with the same hearts used in both groups.
**Fig. S2.** Normalised expression of *GJA5* in non‐experimental control hearts for RNase‐treated (globin‐depleted) and non‐RNase‐treated (non‐globin‐depleted).
**Fig. S3.** Analysis of reference gene stability by qPCR in HH35 OFT‐banded hearts by Genorm, BestKeeper and normFinder (*n *= 4 OFT‐banded, 4 sham, 4 untreated hearts).
**Fig. S4.** qPCR reference gene primer optimisation**.**
**Fig. S5.** RNA sequencing correlation in OFT‐banded and sham controls, using non‐corrected fold change (FC) values compared with qPCR, demonstrate a close relationship: r(16) = 0.98, *P* ≤ 0.0001 (*n* = 17).
**Fig. S6.** OFT‐banded hearts show unbiased mapping to distinct clusters based on a profile of 45 genes linked to cardiac development and stress (all genes are shown in Tables 1 and S7)
**Table S1.** Oligonucleotide design for globin gene hybridisation.
**Table S2.** qPCR primer sequences
**Table S3.** qPCR on globin‐depleted and non‐globin‐depleted mRNA show consistency of mean Cq
**Table S4.** RNA sequencing of housekeeping and qPCR reference genes at HH29 shows consistent expression.
**Table S5.** Comparison of targeted genes by RNA sequencing and qPCR at HH29 and HH35.
**Table S6.** Molecular pathway analysis of significant differentially regulated genes in OFT‐banded hearts.
**Table S7.** Fragment per kilobase per million (FPKM) of genes of biological interest from RNA sequenced OFT‐banded and sham control hearts
**Table S8.** RNA sequencing gene regulation (OFT‐banded vs sham) by DEseq

## Data Availability

The data discussed in this publication have been deposited in the NCBI Gene Expression Omnibus (Barrett et al. 2013) and are accessible through GEO Series accession number http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE120498.

## References

[joa13112-bib-0001] An D , Rodrigues B (2006) Role of changes in cardiac metabolism in development of diabetic cardiomyopathy. Am J Physiol Heart Circ Physiol 291, H1489–506.1675129310.1152/ajpheart.00278.2006

[joa13112-bib-0002] Anders S , Huber W (2010) Differential expression analysis for sequence count data. Genome Biol 11, R106.2097962110.1186/gb-2010-11-10-r106PMC3218662

[joa13112-bib-0003] Arcuri C , Giambanco I , Bianchi R , et al (2002) Subcellular localization of S100A11 (S100C, calgizzarin) in developing and adult avian skeletal muscles. Biochim Biophys Acta 1600, 84–94.1244546310.1016/s1570-9639(02)00448-x

[joa13112-bib-0004] Bairwa SC , Parajuli N , Dyck JR (2016) The role of AMPK in cardiomyocyte health and survival. Biochim Biophys Acta 1862, 2199–2210.2741247310.1016/j.bbadis.2016.07.001

[joa13112-bib-0005] Banankhah P , Fishbein GA , Dota A , et al (2018) Cardiac manifestations of PRKAG2 mutation. BMC Med Genet 19, 1.2929865910.1186/s12881-017-0512-6PMC5751825

[joa13112-bib-0006] Barrett T , Wilhite SE , Ledoux P , et al (2013) NCBI GEO: archive for functional genomics data sets–update. Nucleic Acids Res 41, D991–995.2319325810.1093/nar/gks1193PMC3531084

[joa13112-bib-0007] Buffinton CM , Faas D , Sedmera D (2013) Stress and strain adaptation in load‐dependent remodeling of the embryonic left ventricle. Biomech Model Mechanobiol 12, 1037–1051.2325456210.1007/s10237-012-0461-0PMC3646082

[joa13112-bib-0008] Calmont A , Ivins S , van Bueren KL , et al (2009) Tbx1 controls cardiac neural crest cell migration during arch artery development by regulating Gbx2 expression in the pharyngeal ectoderm. Development 136, 3173–3183.1970062110.1242/dev.028902PMC2730371

[joa13112-bib-0009] Cheng Y , Zhu P , Yang J , et al (2010) Ischaemic preconditioning‐regulated miR‐21 protects heart against ischaemia/reperfusion injury via anti‐apoptosis through its target PDCD4. Cardiovasc Res 87, 431–439.2021985710.1093/cvr/cvq082PMC2904662

[joa13112-bib-0010] Chivukula VK , Goenezen S , Liu A , et al (2016) Effect of outflow tract banding on embryonic cardiac hemodynamics. J Cardiovasc Dev Dis 3, pii: 1.10.3390/jcdd3010001PMC482726527088080

[joa13112-bib-0011] Choi I , Bao H , Kommadath A , et al(2014) Increasing gene discovery and coverage using RNA‐seq of globin RNA reduced porcine blood samples. BMC Genom 15, 954.10.1186/1471-2164-15-954PMC423083425374277

[joa13112-bib-0012] Clark EB , Rosenquist GC (1978) Spectrum of cardiovascular anomalies following cardiac loop constriction in the chick embryo. Birth Defects Orig Artic Ser 14, 431–442.737312

[joa13112-bib-0013] Clark EB , Hu N , Frommelt P , et al (1989) Effect of increased pressure on ventricular growth in stage 21 chick embryos. Am J Physiol 257, H55–61.275094910.1152/ajpheart.1989.257.1.H55

[joa13112-bib-0014] Correia CN , McLoughlin KE , Nalpas NC , et al (2018) RNA sequencing (RNA‐Seq) reveals extremely low levels of reticulocyte‐derived globin gene transcripts in peripheral blood from horses (*Equus caballus*) and cattle (*Bos taurus*). Front Genet 9, 278.3015482310.3389/fgene.2018.00278PMC6102425

[joa13112-bib-0015] Courchaine K , Rykiel G , Rugonyi S (2018) Influence of blood flow on cardiac development. Prog Biophys Mol Biol 137, 95–110.2977220810.1016/j.pbiomolbio.2018.05.005PMC6109420

[joa13112-bib-0016] Courchaine K , Gray MJ , Beel K , et al. (2019) 4‐D computational modeling of cardiac outflow tract hemodynamics over looping developmental stages in chicken embryos. J Cardiovasc Dev Dis 6, pii: E11.10.3390/jcdd6010011PMC646305230818869

[joa13112-bib-0017] Das DK , Engelman RM , Rousou JA , et al. (1987) Aerobic vs anaerobic metabolism during ischemia in heart muscle. Ann Chir Gynaecol 76, 68–76.3592561

[joa13112-bib-0018] Doenst T , Nguyen TD , Abel ED (2013) Cardiac metabolism in heart failure: implications beyond ATP production. Circ Res 113, 709–724.2398971410.1161/CIRCRESAHA.113.300376PMC3896379

[joa13112-bib-0112] Fabregat A , Sidiropoulos K , Viteri G , et al. (2017) Reactome pathway analysis: a high‐performance in‐memory approach. BMC Bioinformatics 18, 142.2824956110.1186/s12859-017-1559-2PMC5333408

[joa13112-bib-0019] Gurjarpadhye A , Hewett KW , Justus C , et al. (2007) Cardiac neural crest ablation inhibits compaction and electrical function of conduction system bundles. Am J Physiol Heart Circ Physiol 292, H1291–300.1717227310.1152/ajpheart.01017.2006

[joa13112-bib-0020] Hall CE , Hurtado R , Hewett KW , et al. (2004) Hemodynamic‐dependent patterning of endothelin converting enzyme 1 expression and differentiation of impulse‐conducting Purkinje fibers in the embryonic heart. Development 131, 581–592.1471187310.1242/dev.00947

[joa13112-bib-0021] Hamada T , Kubo T , Kitaoka H , et al. (2010) Clinical features of the dilated phase of hypertrophic cardiomyopathy in comparison with those of dilated cardiomyopathy. Clin Cardiol 33, E24–28.10.1002/clc.20533PMC665298820641106

[joa13112-bib-0022] Hamburger V , Hamilton HL (1992) A series of normal stages in the development of the chick embryo. Developmental Dynamics 195, 231–272.130482110.1002/aja.1001950404

[joa13112-bib-0023] Hwang SK , Piao L , Lim HT , et al. (2010) Suppression of lung tumorigenesis by leucine zipper/EF hand‐containing transmembrane‐1. PLoS ONE 5(9), e12535.2082409510.1371/journal.pone.0012535PMC2932724

[joa13112-bib-0024] Inamoto S , Murao S , Yokoyama M , et al. (2000) Isoproterenol‐induced myocardial injury resulting in altered S100A4 and S100A11 protein expression in the rat. Pathol Int 50, 480–485.1088672410.1046/j.1440-1827.2000.01069.x

[joa13112-bib-0025] Jean C , Aubel P , Soleihavoup C , et al. (2013) Pluripotent genes in avian stem cells. Dev Growth Differ 55, 41–51.2327880810.1111/dgd.12021

[joa13112-bib-0026] Jia Z , Wang J , Shi Q , et al. (2016) SOX6 and PDCD4 enhance cardiomyocyte apoptosis through LPS‐induced miR‐499 inhibition. Apoptosis 21, 174–183.2665907610.1007/s10495-015-1201-6PMC4712245

[joa13112-bib-0027] Kanamori T , Takakura K , Mandai M , et al. (2004) Increased expression of calcium‐binding protein S100 in human uterine smooth muscle tumours. Mol Hum Reprod 10, 735–742.1532222310.1093/molehr/gah100

[joa13112-bib-0028] Keller BB , Yoshigi M , Tinney JP (1997) Ventricular‐vascular uncoupling by acute conotruncal occlusion in the stage 21 chick embryo. Am J Physiol 273, H2861–2866.943562510.1152/ajpheart.1997.273.6.H2861

[joa13112-bib-0029] Keyte A , Hutson MR (2012) The neural crest in cardiac congenital anomalies. Differentiation 84, 25–40.2259534610.1016/j.diff.2012.04.005PMC3389200

[joa13112-bib-0110] Krishnan A , Samtani R , Dhanantwari P , et al. (2014) A detailed comparison of mouse and human cardiac development. Pediatric Research 76(6), 500–507.2516720210.1038/pr.2014.128PMC4233008

[joa13112-bib-0030] Lai L , Leone TC , Keller MP , et al. (2014) Energy metabolic reprogramming in the hypertrophied and early stage failing heart: a multisystems approach. Circ Heart Fail 7, 1022–1031.2523688410.1161/CIRCHEARTFAILURE.114.001469PMC4241130

[joa13112-bib-0031] Law BYK , Gordillo‐Martinez F , Qu YQ , et al. (2017) Thalidezine, a novel AMPK activator, eliminates apoptosis‐resistant cancer cells through energy‐mediated autophagic cell death. Oncotarget 8, 30077–30091.2840491010.18632/oncotarget.15616PMC5444727

[joa13112-bib-0032] Lazzarini R , Gomez‐Quiroz LE , Gonzalez‐Marquez H , et al. (2018) The proximal segment of the embryonic outflow (conus) does not participate in aortic vestibule development. PLoS ONE 13, e0209930.3059677010.1371/journal.pone.0209930PMC6312233

[joa13112-bib-0033] Li Y , Lu J , Bao X , et al. (2016). MiR‐499‐5p protects cardiomyocytes against ischaemic injury via anti‐apoptosis by targeting PDCD4. Oncotarget 7, 35607‐35617.2723185410.18632/oncotarget.9597PMC5094948

[joa13112-bib-0034] Liu C , Peng Z , Zhang N , et al. (2012) Identification of differentially expressed microRNAs and their PKC‐isoform specific gene network prediction during hypoxic pre‐conditioning and focal cerebral ischemia of mice. J Neurochem 120, 830–841.2217194210.1111/j.1471-4159.2011.07624.x

[joa13112-bib-0035] Martinsen BJ (2005) Reference guide to the stages of chick heart embryology. Dev Dyn 233, 1217–1237.1598645210.1002/dvdy.20468

[joa13112-bib-0036] Mayhew TM (1991) The new stereological methods for interpreting functional morphology from slices of cells and organs. Exp Physiol 76, 639–665.174200810.1113/expphysiol.1991.sp003533

[joa13112-bib-0037] McManus JF (1948) Histological and histochemical uses of periodic acid. Stain Technol 23, 99–108.1886761810.3109/10520294809106232

[joa13112-bib-0038] Mey A , Acloque H , Lerat E , et al. (2012) The endogenous retrovirus ENS‐1 provides active binding sites for transcription factors in embryonic stem cells that specify extra embryonic tissue. Retrovirology 9, 21.2242041410.1186/1742-4690-9-21PMC3362752

[joa13112-bib-0039] Midgett M , Rugonyi S (2014) Congenital heart malformations induced by hemodynamic altering surgical interventions. Front Physiol 5, 287.2513631910.3389/fphys.2014.00287PMC4117980

[joa13112-bib-0040] Midgett M , Thornburg K , Rugonyi S (2017) Blood flow patterns underlie developmental heart defects. Am J Physiol Heart Circ Physiol 312, H632–H642.2806241610.1152/ajpheart.00641.2016PMC5402020

[joa13112-bib-0041] Miller CE , Wong CL , Sedmera D (2003) Pressure overload alters stress‐strain properties of the developing chick heart. Am J Physiol Heart Circ Physiol 285, H1849–1856.1285542310.1152/ajpheart.00384.2002

[joa13112-bib-0042] Modena MG , Muia N , Sgura FA , et al. (1997) Left atrial size is the major predictor of cardiac death and overall clinical outcome in patients with dilated cardiomyopathy: A long‐term follow‐up study. Clin Cardiol 20, 553–560.918126710.1002/clc.4960200609PMC6655314

[joa13112-bib-0043] Narula J , Kolodgie FD , Virmani R (2000) Apoptosis and cardiomyopathy. Curr Opin Cardiol 15, 183–188.1095242610.1097/00001573-200005000-00011

[joa13112-bib-0044] Pang KL , Parnall M , Loughna S (2017) Effect of altered haemodynamics on the developing mitral valve in chick embryonic heart. J Mol Cell Cardiol 108, 114–126.2857671810.1016/j.yjmcc.2017.05.012PMC5529288

[joa13112-bib-0045] Paz MV , Cotan D , Maraver JG , et al. (2016) Erratum to: AMPK regulation of cell growth, apoptosis, autophagy, and bioenergetics. Exp Suppl 107, E1.2819797410.1007/978-3-319-43589-3_21

[joa13112-bib-0046] Pedra SR , Smallhorn JF , Ryan G , et al. (2002) Fetal cardiomyopathies: pathogenic mechanisms, hemodynamic findings, and clinical outcome. Circulation 106, 585–591.1214754110.1161/01.cir.0000023900.58293.fe

[joa13112-bib-0047] Perdios C , Parnall M , Pang KL , et al. (2019) Altered haemodynamics causes aberrations in the epicardium. J Anat 234, 800–814.3088290410.1111/joa.12977PMC6539700

[joa13112-bib-0048] Pfaffl MW (2001) A new mathematical model for relative quantification in real‐time RT–PCR. Nucleic Acids Res 29, e45–e45.1132888610.1093/nar/29.9.e45PMC55695

[joa13112-bib-0049] Pinter K , Grignani RT , Czibik G , et al. (2012) Embryonic expression of AMPK gamma subunits and the identification of a novel gamma2 transcript variant in adult heart. J Mol Cell Cardiol 53, 342–349.2268332410.1016/j.yjmcc.2012.05.017PMC3477313

[joa13112-bib-0050] Pinter K , Grignani RT , Watkins H , et al. (2013) Localisation of AMPK gamma subunits in cardiac and skeletal muscles. J Muscle Res Cell Motil 34, 369–378.2403726010.1007/s10974-013-9359-4PMC3853370

[joa13112-bib-0051] Porto AG , Brun F , Severini GM , et al. (2016) Clinical Spectrum of PRKAG2 Syndrome. Circ Arrhythm Electrophysiol 9, e003121.2672985210.1161/CIRCEP.115.003121PMC4704128

[joa13112-bib-0111] Ruifrok AC , Johnston DA (2001) Quantification of histochemical staining by color deconvolution. Analytical and quantitative cytology and histology 23(4), 291–299.11531144

[joa13112-bib-0052] Sanchez‐Gomez MC , Garcia‐Mejia KA , Perez‐Diaz Conti M , et al. (2017) MicroRNAs association in the cardiac hypertrophy secondary to complex congenital heart disease in children. Pediatr Cardiol 38, 991–1003.2838246310.1007/s00246-017-1607-8

[joa13112-bib-0053] Schaffer SW , Croft CB , Solodushko V (2000) Cardioprotective effect of chronic hyperglycemia: effect on hypoxia‐induced apoptosis and necrosis. Am J Physiol Heart Circ Physiol 278, H1948–1954.1084389310.1152/ajpheart.2000.278.6.H1948

[joa13112-bib-0054] Schisler JC , Grevengoed TJ , Pascual F , et al. (2015) Cardiac energy dependence on glucose increases metabolites related to glutathione and activates metabolic genes controlled by mechanistic target of rapamycin. J Am Heart Assoc 4, pii: e001136.10.1161/JAHA.114.001136PMC434585825713290

[joa13112-bib-0055] Schwab DM , Tilemann L , Bauer R , et al. (2018) AAV‐9 mediated phosphatase‐1 inhibitor‐1 overexpression improves cardiac contractility in unchallenged mice but is deleterious in pressure‐overload. Gene Ther 25, 13–19.2935068110.1038/gt.2017.97

[joa13112-bib-0056] Sedmera D , Pexieder T , Rychterova V , et al. (1999) Remodeling of chick embryonic ventricular myoarchitecture under experimentally changed loading conditions. Anat Rec 254, 238–252.997280910.1002/(SICI)1097-0185(19990201)254:2<238::AID-AR10>3.0.CO;2-V

[joa13112-bib-0057] Shi L , Goenezen S , Haller S , et al. (2013) Alterations in pulse wave propagation reflect the degree of outflow tract banding in HH18 chicken embryos. Am J Physiol Heart Circ Physiol 305, H386–396.2370960110.1152/ajpheart.00100.2013PMC3742871

[joa13112-bib-0058] Simoes‐Costa M , Bronner ME (2015) Establishing neural crest identity: a gene regulatory recipe. Development 142, 242–257.2556462110.1242/dev.105445PMC4302844

[joa13112-bib-0059] Soneson C , Delorenzi M (2013) A comparison of methods for differential expression analysis of RNA‐seq data. BMC Bioinformatics 14, 91.2349735610.1186/1471-2105-14-91PMC3608160

[joa13112-bib-0060] Szatkowski ML , Westfall MV , Gomez CA , et al. (2001) In vivo acceleration of heart relaxation performance by parvalbumin gene delivery. J Clin Invest 107, 191–198.1116013510.1172/JCI9862PMC198873

[joa13112-bib-0061] Tao L , Bei Y , Zhang H , et al. (2015) Exercise for the heart: signaling pathways. Oncotarget 6, 20773–20784.2631858410.18632/oncotarget.4770PMC4673228

[joa13112-bib-0062] Teringova E , Tousek P (2017) Apoptosis in ischemic heart disease. J Transl Med 15, 87.2846064410.1186/s12967-017-1191-yPMC5412049

[joa13112-bib-0063] Thuny F , Textoris J , Amara AB , et al. (2012) The gene expression analysis of blood reveals S100A11 and AQP9 as potential biomarkers of infective endocarditis. PLoS ONE 7, e31490.2231963710.1371/journal.pone.0031490PMC3272041

[joa13112-bib-0064] Tobita K , Schroder EA , Tinney JP , et al. (2002) Regional passive ventricular stress‐strain relations during development of altered loads in chick embryo. Am J Physiol Heart Circ Physiol 282, H2386–2396.1200385010.1152/ajpheart.00879.2001

[joa13112-bib-0065] Tobita K , Garrison JB , Liu LJ , et al. (2005) Three‐dimensional myofiber architecture of the embryonic left ventricle during normal development and altered mechanical loads. Anat Rec A Discov Mol Cell Evol Biol 283, 193–201.1567848810.1002/ar.a.20133

[joa13112-bib-0066] Tomanek RJ , Hu N , Phan B , et al. (1999) Rate of coronary vascularization during embryonic chicken development is influenced by the rate of myocardial growth. Cardiovasc Res 41, 663–671.1043503810.1016/s0008-6363(98)00330-7

[joa13112-bib-0067] Valvona CJ , Fillmore HL , Nunn PB , et al. (2016) The regulation and function of lactate dehydrogenase A: therapeutic potential in brain tumor. Brain Pathol 26, 3–17.2626912810.1111/bpa.12299PMC8029296

[joa13112-bib-0068] Wolfram JA , Donahue JK (2013) Gene therapy to treat cardiovascular disease. J Am Heart Assoc 2, e000119.2396375210.1161/JAHA.113.000119PMC3828796

[joa13112-bib-0069] Wu KMG , Martin J , Finkelstein D . (2007) Globin reduction protocol: a method for processing whole blood RNA samples for improved array results, Santa Clara, CA: Affymetrix Technical Note.

[joa13112-bib-0070] Zaha VG , Young LH (2012) AMP‐activated protein kinase regulation and biological actions in the heart. Circ Res 111, 800–814.2293553510.1161/CIRCRESAHA.111.255505PMC4397099

[joa13112-bib-0071] Zhao J , Yin M , Deng H , et al. (2016) Cardiac Gab1 deletion leads to dilated cardiomyopathy associated with mitochondrial damage and cardiomyocyte apoptosis. Cell Death Differ 23, 695–706.2651753110.1038/cdd.2015.143PMC4986641

# Supplementary material for: Characterisation of the developing heart in a pressure overloaded model utilising RNA sequencing to direct functional analysis
**Source:** J Anat. 2019 Nov 14;236(3):549–63. doi: 10.1111/joa.13112
**Supplement:** Supplementary file 1 — Fig. S1. Relative mRNA quantity comparison in RNase‐treated (+RNase, globin‐depleted) and non‐RNase treated (–RNase, non‐globin‐treated) samples. An approximately one‐fold decrease in relative quantity was seen in globin‐depleted samples. Three untreated control HH29 hearts where used, with the same hearts used in both groups. Fig. S2. Normalised expression of GJA5 in non‐experimental control hearts for RNase‐treated (globin‐depleted) and non‐RNase‐treated (non‐globin‐depleted). Fig. S3. Analysis of reference gene stability by qPCR in HH35 OFT‐banded hearts by Genorm, BestKeeper and normFinder (n = 4 OFT‐banded, 4 sham, 4 untreated hearts). Fig. S4. qPCR reference gene primer optimisation. Fig. S5. RNA sequencing correlation in OFT‐banded and sham controls, using non‐corrected fold change (FC) values compared with qPCR, demonstrate a close relationship: r(16) = 0.98, P ≤ 0.0001 (n = 17). Fig. S6. OFT‐banded hearts show unbiased mapping to distinct clusters based on a profile of 45 genes linked to cardiac development and stress (all genes are shown in Tables 1 and S7) Table S1. Oligonucleotide design for globin gene hybridisation. Table S2. qPCR primer sequences Table S3. qPCR on globin‐depleted and non‐globin‐depleted mRNA show consistency of mean Cq Table S4. RNA sequencing of housekeeping and qPCR reference genes at HH29 shows consistent expression. Table S5. Comparison of targeted genes by RNA sequencing and qPCR at HH29 and HH35. Table S6. Molecular pathway analysis of significant differentially regulated genes in OFT‐banded hearts. Table S7. Fragment per kilobase per million (FPKM) of genes of biological interest from RNA sequenced OFT‐banded and sham control hearts Table S8. RNA sequencing gene regulation (OFT‐banded vs sham) by DEseq

**Supplementary material**

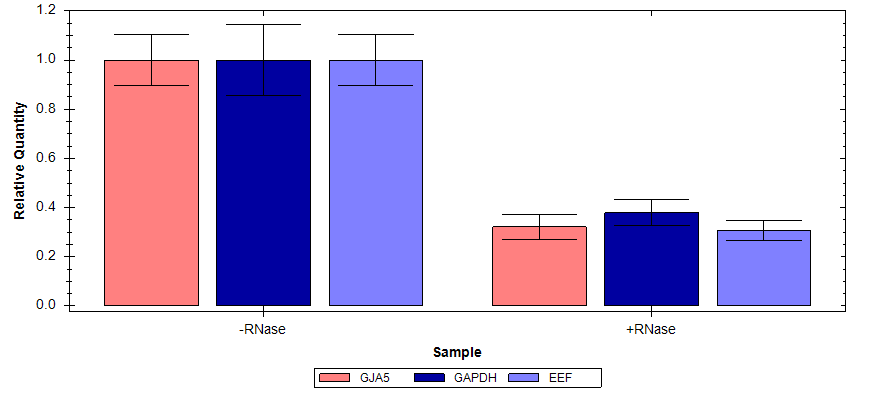

**Supplementary Figure 1.** Relative mRNA quantity comparison in RNase treated (+Rnase, globin depleted) and non-Rnase treated (-Rnase, non-globin treated) samples. A decrease in relative quantity was seen of approximately one fold in globin depleted samples. Three untreated control HH29 hearts where used, with the same hearts used in both groups.

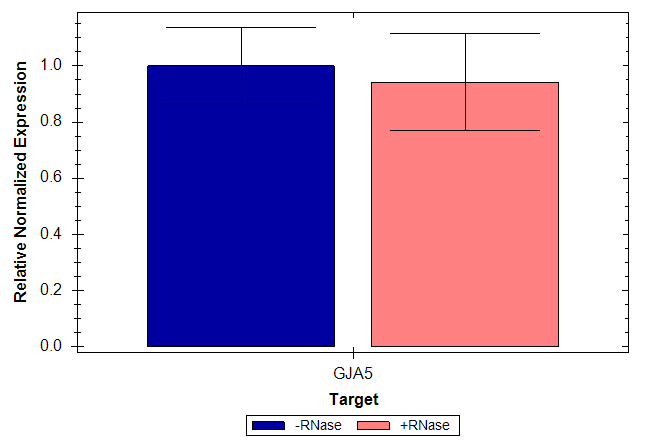

**Supplementary Figure 2.** Normalised expression of *GJA5* in non-experimental control hearts for Rnase treated (globin depleted) and non-Rnase treated (non-globin depleted). There was no significant difference in expression *(t*(4)=2.77,*p*=0.78), demonstrating globin depletion has no effect on relative expression.

**Supplementary Figure 3.** Analysis of reference gene stability by qPCR in HH35 OFT-banded hearts by Genorm, BestKeeper and normFinder (n= 4 OFT-banded, 4 sham, 4 untreated hearts).

A

B

c

GAPDH

RT: + + +

L 64 62 60

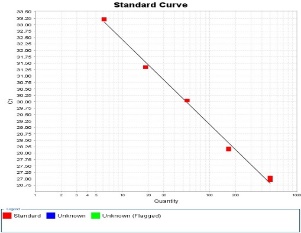

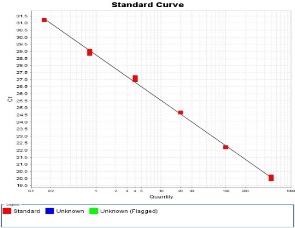

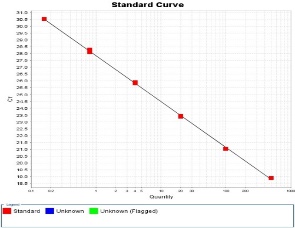

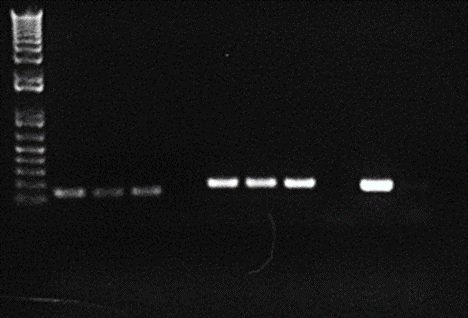

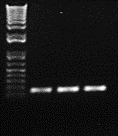

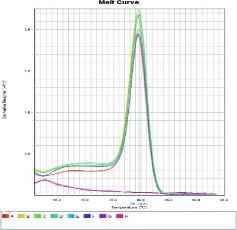

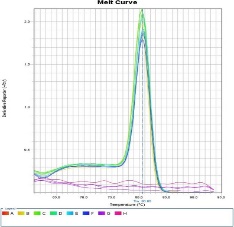

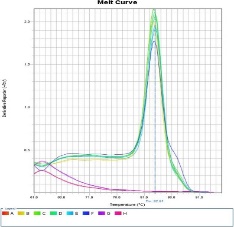

TBP EEF1A1 Con RT : + + + H_2_O + + + H_2_0 + -

L 64 62 60 64 62 60 62 62

**Supplementary Figure 4.** qPCR reference gene primer optimization**.** Data for electrophoresis gels (top), standard (middle) and melt (bottom) curves for gene-specific primers to reference genes (A) 179 bp *TBP* (105% Eff) (B) 218 bp *EEF1A1* (104% Eff*)* (C) 180 bp *GAPDH* (100% Eff) with all r^2^ values >0.98. L, 1 Kb plus ladder; +, reverse transcriptase positive; -, reverse transcriptase negative; Con, control (220 bp *GAPDH*); H_2_O, water control; Eff, efficiency.

**Supplementary Figure 5.** RNA sequencing correlation in OFT-banded and sham controls, using non-corrected fold change (FC) values compared to qPCR, demonstrate a close relationship (r(16)=0.98, p= <0.0001) (n = 17).

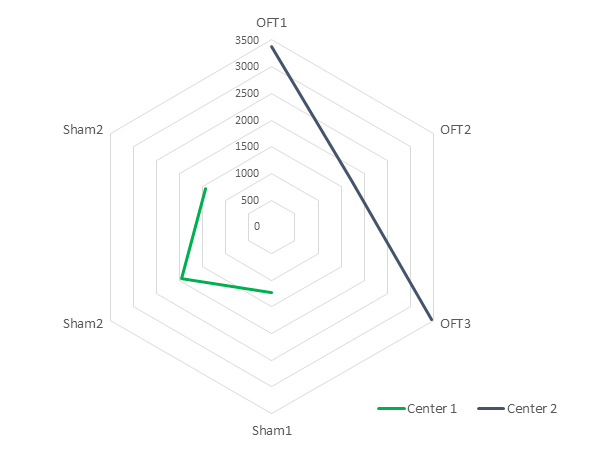

**Supplementary Figure 6.** OFT-banded hearts show unbiased mapping to distinct clusters based on a profile of 45 genes linked to cardiac development and stress (all genes are shown in Table 1 and Supplementary Table 7). The two group centres were identified by k-means clustering using FPKM values from sequenced OFT-banded (n=3) and sham hearts (n=3).

**Supplementary Table 1.** Oligonucleotide design for globin gene hybridisation.

| **Globin gene** | **Oligonucleotide sequence** | **Tm (°C)** |
| --- | --- | --- |
| ***HBAA*** | 5’- CAT CTC ATT TGG CTG CTC GCT GTC GGA GGG -3’ | 67.4 |
| ***HBAD*** | 5’ – TGT ACT TCT CAG CCA GCA CAG CAG ACA CGG – 3’ | 66.2 |
| ***HBB*** | 5’- TTACAGCCCAGCAGACCCCGAGGATGCCAG-3’ | 69.3 |
| ***HBG1*** | 5’ - CTG TGT CCT GCT CTG GGA GCT CAG TGG TAC – 3’ | 65.9 |
| ***HBG2*** | 5’ – TGT CAC AAG CTG TCA GCT CCG GAG CAT – 3’ | 65.4 |
| ***HBZ*** | 5’- CTC AGT CAG AAC AGA GGA AAT GCT GGA CAG -3’ | 61.7 |

**Supplementary Table 2.** qPCR primer sequences.

| **Gene** | **Forward sequence (5’-3’)** | **Reverse sequence (5’-3’)** | **Conc (µM)** | **T_m_ (°C)** | **Eff. (%)** | **R^2^** |
| --- | --- | --- | --- | --- | --- | --- |
| ***PVALB*** | GGCGATGACTGACGTGCTCA | TCAACCCCACCATCTCAAAGAACT | 0.375 | 62 | 107 | 0.989 |
| ***S100A11*** | GAGACAACCTCAAGCTCTCCAAG | GCGGGGTCCTTCTGATTCTTTG | 0.375 | 62 | 105 | 0.991 |
| ***ERNI*** | TTCACCGCAACAGTGGAGACT | GTAGAGGAGGATCGGAAGGC | 0.375 | 60 | 100 | 0.999 |
| ***ENS-1*** | CACCAGTCAGGACCCAAAGTG | CAATAAGTCTTGGGCTAGGAGGC | 0.375 | 62 | 103 | 0.998 |
| ***ITPK1*** | TCATCCTCGAAGCAGACCAGAA | GGTGAACAGATCCTCTCATCTTGC | 0.375 | 62 | 107 | 0.981 |
| ***TRPV4*** | GTGCTTCAGGGTGGATGAGGT | CGTTGGGCAGCTCTTGTTGAG | 0.375 | 62 | 103 | 0.994 |
| ***DNAJC6*** | CACCAAACCTGAACTGGATGCC | AGTGGGACCTTTACCTGCCAA | 0.375 | 62 | 103 | 0.999 |
| ***TBX3*** | AGTGCACCTGGAAGCCAAAGA | GTCGTCAGCCGCCACAATATC | 0.375 | 62 | 98 | 0.999 |
| ***TBP*** | CACATCACAGCTGCCCACCA | GAGAACCACGTACTACTGCGCTT | 0.375 | 62 | 105 | 0.998 |
| ***EEF1A1*** | TGGCTTCAGGACACCAGTTTC | GCTCTAACATGCCCTGGTTCAAG | 0.375 | 62 | 103 | 0.998 |
| ***GAPDH*** | AGACGGTGGATGGCCCCTCT | AGACGGTGGATGGCCCCTCT | 0.375 | 62 | 101 | 0.999 |
| ***MYL1*** | TGCCAAGATTACCCTGAGCCA | TCCTCTTTGCTGGGGTTGCC | 0.375 | 62 | 99 | 0.999 |
| ***PRKM*** | GACGCTTCGATGACGCTGTG | TGTGACCGCTCTTGGTGGAG | 0.375 | 62 | 104 | 0.984 |
| ***LDHB*** | TCCTCTTTGCTGGGGTTGCC | TCCTCTTTGCTGGGGTTGCC | 0.375 | 62 | 103 | 0.987 |
| ***PRKAG3*** | TCAACATCCTGCACCGCTACT | TCAACATCCTGCACCGCTACT | 0.375 | 62 | 101 | 0.998 |
| ***HDAC7*** | CGCCTGAAACTGGACAATGGG | AGTGCAGCTCATTCCAGATGGT | 0.375 | 62 | 103 | 0,994 |
| ***TNNC2*** | AGTGCAGCTCATTCCAGATGGT | AGTGCAGCTCATTCCAGATGGT | 0.375 | 62 | 105 | 0.997 |
| ***HBAA*** | GTATGGCGCCGAGACCCTGG | TGTGGGCATGGAGGTCGCTG | 0.375 | 62 | 108 | 0.987 |
| ***HBAD*** | GCAAGAAGGTGTTGGGTGCCC | AGCCAGCACAGCAGACACGG | 0.375 | 62 | 106 | 0.994 |
| ***HBB*** | AAGCCGTGAAGAACCTGGACAA | CAAATTGGCAGGCAGGAGTGAAA | 0.375 | 62 | 108 | 0.996 |
| ***HBG1*** | GGCCAGGCTGCTGATCGTCTA | GTTCTCGGGGTCCACGTGCA | 0.375 | 62 | 102 | 0.992 |
| ***HBG2*** | TGTGGACCCCGAGAACTTCA | GGTGCTCCGTGATCTTTGGT | 0.375 | 62 | 104 | 0.986 |
| ***HBZ*** | TGAGAAGGCTGCCGTGACCAC | TCTTCACAGCTTCCCCAATGGCA | 0.375 | 62 | 105 | 0.993 |
| ***CX42*** | GTGGGGTGCAGTGAGACAGA | CAGACCTTCCCCACCACTGT | 0.375 | 62 | 104 | 0.998 |

**Supplementary Table 3.** qPCR on globin depleted and non-globin depleted mRNA show consistency of mean Cq.

| **Target** | **Sample** | **Mean Cq** | **Mean efficiency corrected Cq** | **Normalized expression** | **Relative normalized expression** | **Regulation** | **Compared to regulation threshold** | **P-value** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| ***HBAA*** | GD | 33.20 | 32.96 | 0.00208 | 0.00008 | -13073.80327 | Down regulated | 0.000000 |
| ***HBAD*** | GD | 33.12 | 33.12 | 0.00185 | 0.00005 | -21787.81025 | Down regulated | 0.000000 |
| ***HBB*** | GD | 33.48 | 34.90 | 0.00054 | 0.00045 | -2202.78117 | Down regulated | 0.000000 |
| ***HBG1*** | GD | 31.78 | 32.01 | 0.00399 | 0.00013 | -7549.23437 | Down regulated | 0.000000 |
| ***HBG2*** | GD | 31.41 | 32.53 | 0.00279 | 0.00005 | -21442.95845 | Down regulated | 0.000000 |
| ***HBZ*** | GD | 33.91 | 34.88 | 0.00055 | 0.00001 | -184727.82727 | Down regulated | 0.000000 |
| ***HBAA*** | Non-GD | 15.50 | 15.39 | 27.12853 | 1.00000 | 1.00000 |  |  |
| ***HBAD*** | Non-GD | 14.82 | 14.82 | 40.30894 | 1.00000 | 1.00000 |  |  |
| ***HBB*** | Non-GD | 19.10 | 19.91 | 1.18363 | 1.00000 | 1.00000 |  |  |
| ***HBG1*** | Non-GD | 15.13 | 15.24 | 30.15254 | 1.00000 | 1.00000 |  |  |
| ***HBG2*** | Non-GD | 13.76 | 14.25 | 59.92080 | 1.00000 | 1.00000 |  |  |
| ***HBZ*** | Non-GD | 13.12 | 13.49 | 101.31535 | 1.00000 | 1.00000 |  |  |

GD, globin depleted; Non-GD, non-globin depleted.

**Supplementary Table 4.** RNA sequencing of house keeping and

qPCR reference genes at HH29 shows consistent expression.

| **Gene** | **Heart** | **FPKM** | **Log_2_FC** | ***P*-value** |
| --- | --- | --- | --- | --- |
| ***EEF1A1*** | **OFT 1**  **OFT 2**  **OFT 3**  **Sham 1**  **Sham 2**  **Sham 3** | **6046**  **5733**  **6009**  **6191**  **6471**  **6543** | **-0.04** | **0.9** |
| ***GAPDH*** | **OFT 1**  **OFT 2**  **OFT 3**  **Sham 1**  **Sham 2**  **Sham 3** | **14188**  **13138**  **12395**  **13347**  **12907**  **12701** | **0.09** | **0.8** |
| ***TBP*** | **OFT 1**  **OFT 2**  **OFT 3**  **Sham 1**  **Sham 2**  **Sham 3** | **46**  **54**  **51**  **51**  **49**  **49** | **0.07** | **0.7** |

**Supplementary Table 5.** Comparison of targeted genes by RNA sequencing and qPCR at HH29 and HH35.

| **Gene** | **RNA sequencing HH29** | | | | **qPCR HH29** | | | | **qPCR HH35** | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | **Mean fold change** | **Mean log_2_ fold change (cor)** | **SEM** | ***P* value (cor)** | **Mean fold change** | **Mean log_2_ fold change** | **SEM** | ***P* value** | **Mean fold change** | **Mean log_2_ fold change** | **SEM** | ***P* value** |
| ***PRKAG3***  ***LDHB***  ***HDAC7***  ***MYL1***  ***TNNC2***  ***ENS-1***  ***ERNI***  ***PVALB***  ***S100A11***  ***DNAJC6***  ***TBX3*** | 0.652  1.6  0.75  1.52  1.8  0.4  0.48  1.85  1.49  0.64  1.35 | **-0.46**  **0.64**  **-0.37**  **0.54**  **0.75**  **-0.91**  **-0.76**  **0.7**  **0.52**  **-0.48**  **0.4** | 0.13  0.13  0.09  0.15  0.16  0.16  0.15  0.17  0.14  0.13  0.15 | 0.06  <0.05  0.06  <0.05  <0.05  <0.05  <0.05  <0.05  <0.05  <0.05  0.2 | 0.68  1.54  0.7  1.57  1.6  0.39  0.47  1.76  1.6  0.59  1.3 | **-0.55**  **0.62**  **-0.51**  **0.65**  **0.65**  **-1.35**  **-1.08**  **0.81**  **0.67**  **-0.75**  **0.38** | 0.05  0.24  0.04  0.12  0.19  0.02  0.04  0.17  0.07  0.03  0.05 | <0.05  <0.05  0.12  0.13  <0.05  <0.05  <0.05  <0.05  <0.05  <0.05  0.2 | 0.44  1.10  0.75  2.66  1.54  0.72  0.45  2.249  2.11  0.76  1.07 | **-1.18**  **0.13**  **-0.41**  **1.41**  **0.62**  **-0.47**  **-1.15**  **1.16**  **1.07**  **-0.41**  **0.14** | 0.04  0.06  0.04  0.2  0.16  0.16  0.10  0.37  0.18  0.07  0.08 | <0.05  0.61  0.22  <0.05  0.32  0.63  0.22  <0.05  <0.05  0.15  0.84 |

Cor, corrected.

**Supplementary Table 6.** Molecular pathway analysis of significant differentially regulated genes in OFT-banded hearts.

| **Implicated pathway name** | **Molecules found** | **Molecule pathway total** | **Molecule ratio** | **Molecule pValue** | **Molecule FDR*** | **Reactions found** | **Reactions total** | **Reactions ratio** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| Activation of PPARGC1A (PGC-1alpha) by phosphorylation | 2 | 13 | 9E-04 | 0.004 | 0.420 | 1 | 2 | 1.7E-04 |
| Striated Muscle Contraction | 2 | 40 | 3E-03 | 0.008 | 0.420 | 4 | 4 | 3.3E-04 |
| Activation of AMPK downstream of NMDARs | 2 | 34 | 2E-03 | 0.009 | 0.420 | 3 | 3 | 2.5E-04 |
| Adenosine P1 receptors | 1 | 5 | 4E-04 | 0.009 | 0.420 | 1 | 2 | 1.7E-04 |
| Energy dependent regulation of mTOR by LKB1-AMPK | 2 | 36 | 3E-03 | 0.011 | 0.420 | 5 | 7 | 5.8E-04 |
| Apoptosis induced DNA fragmentation | 1 | 13 | 9E-04 | 0.030 | 0.420 | 2 | 12 | 9.9E-04 |
| Muscle contraction | 3 | 256 | 2E-02 | 0.039 | 0.420 | 10 | 41 | 3.4E-03 |
| Neurophilin interactions with VEGF and VEGFR | 0 | 4 | 3E-04 | 0.050 | 0.420 | 1 | 2 | 1.7E-04 |
| VEGF binds to VEGFR leading to receptor dimerization | 0 | 8 | 6E-04 | 0.050 | 0.420 | 1 | 3 | 2.5E-04 |
| VEGF ligand-receptor interactions | 0 | 8 | 6E-04 | 0.050 | 0.420 | 1 | 4 | 3.3E-04 |
| TP53 Regulates Metabolic Genes | 2 | 125 | 9E-03 | 0.059 | 0.420 | 2 | 34 | 2.8E-03 |
| Translocation of SLC2A4 (GLUT4) to the plasma membrane | 2 | 79 | 6E-03 | 0.063 | 0.420 | 3 | 15 | 1.2E-03 |
| COPI-dependent Golgi-to-ER retrograde traffic | 2 | 107 | 8E-03 | 0.066 | 0.420 | 2 | 11 | 9.1E-04 |
| Regulation of TP53 Activity through Phosphorylation | 2 | 95 | 7E-03 | 0.070 | 0.420 | 1 | 26 | 2.1E-03 |
| COPI-mediated anterograde transport | 2 | 107 | 8E-03 | 0.073 | 0.420 | 2 | 12 | 9.9E-04 |
| TRAF3 deficiency - HSE | 0 | 3 | 2E-04 | 0.073 | 0.420 | 1 | 1 | 8.3E-05 |
| Other semaphorin interactions | 0 | 19 | 1E-03 | 0.075 | 0.420 | 1 | 9 | 7.4E-04 |
| Chylomicron remodeling | 0 | 17 | 1E-03 | 0.077 | 0.420 | 1 | 3 | 2.5E-04 |
| Fibronectin matrix formation | 0 | 7 | 5E-04 | 0.078 | 0.420 | 2 | 3 | 2.5E-04 |
| RUNX1 and FOXP3 control the development of regulatory T lymphocytes (Tregs) | 0 | 17 | 1E-03 | 0.091 | 0.420 | 1 | 20 | 1.7E-03 |
| Macroautophagy | 2 | 103 | 7E-03 | 0.093 | 0.420 | 8 | 54 | 4.5E-03 |
| AMPK inhibits chREBP transcriptional activation activity | 1 | 11 | 8E-04 | 0.096 | 0.420 | 3 | 4 | 3.3E-04 |
| MECP2 regulates transcription factors | 0 | 10 | 7E-04 | 0.096 | 0.420 | 1 | 8 | 6.6E-04 |
| Synthesis of pyrophosphates in the cytosol | 1 | 29 | 2E-03 | 0.099 | 0.420 | 2 | 15 | 1.2E-03 |
| Clathrin-mediated endocytosis | 2 | 161 | 1E-02 | 0.102 | 0.420 | 7 | 34 | 2.8E-03 |

PRKAG2 added instead of PRKAG3 due to embryonic replacement in chick, with subsequently comparison analysis to pathways in human mature heart tissue. Analysis by Reactome (Fabregat et al., 2017).

*False discovery rate.

**Supplementary Table 7**. Fragment per kilobase per million (FPKM) of genes of biological interest from RNA sequenced OFT-banded and sham control hearts.

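Among the genes of Table S7, DMD, dystrophin, was at 11.16 ± 1.205 RPKM in OFT-banded and 13.7 ± 0.769 in sham hearts, and TRPV4, a calcium-permeable channel, at 2.18 ± 0.144 against 3.48 ± 0.356, with no overlap between the groups for either (SD, n = 3 each). The deposited row named MYH7 was at 259 ± 27.1 against 300.1 ± 74.9 RPKM, and the row named MYH15 at 2806 ± 409 against 2568 ± 688 (SD, n = 3 each).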

| **Gene symbol (name)** | **Biological function** | **OFT-Banded FPKM** | | | | | | **SHAM FPKM** | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  |  | **1** | | **2** | **3** | | **Mean** | **1** | **2** | **3** | | **Mean** |
| ***ACTA1***  *(*Actin, alpha 1, skeletal muscle) | Contractile apparatus | 2463 | | 4681 | 5433 | | **4192** | 3808 | 3216 | 3912 | | **3645** |
| ***PLN***  *(*Phospholamban) | Modulates the contractility of the heart | 613 | | 617 | 740 | | **656** | 472 | 618 | 451 | | **513** |
| ***MYH7***  *(*B*eta*  *myosin, heavy chain)* | 'Slow' ATPase ventricular myosin in mature heart | 2410 | | 2781 | 3227 | | **2806** | 2183 | 3363 | 2158 | | **2568** |
| ***MYH6***  *(Alpha myosin heavy chain)* | 'Fast' ATPase atrial myosin in the mature heart; however, during development higher expression of beta myosin heavy chain is seen throughout the heart | 263 | | 229 | 283 | | **258** | 365 | 316 | 218 | | **300** |
| ***ANKRD1***  *(*Ankyrin repeat domain 1) | Transcription factor | 29 | | 27 | 197 | | **84** | 23 | 20 | 11 | | **18** |
| ***DMD***  *(*Dystrophin) | Anchor protein | 10.9 | | 10 | 12.5 | | **11.1** | 14.2 | 14.1 | 12.8 | | **13.7** |
| ***BIN1***  *(*Bridging integrator 1) | MYC-interacting protein | 3.1 | | 6.8 | 6.7 | | **5.5** | 5.0 | 8.5 | 9.5 | | **7.7** |
| ***NOS2***  *(*Nitric oxide synthase 2) | Produces nitric oxide | 6.2 | 8.1 | | | 7.3 | **7.2** | 6.8 | 8.4 | 9 | **8** | |
| ***MYL4***  (Myosin, light chain 4) | Regulatory light chain of myosin | 730 | 781 | | | 740 | **750** | 849 | 720 | 836 | **801** | |
| ***PRKAG3***  (Protein kinase AMP-activated non-catalytic subunit gamma 3) | AMP/ATP-binding regulatory γ subunit of AMP-activated protein kinase (AMPK) | 8.81 | 8.58 | | | 8.47 | **8.62** | 11.36 | 12.97 | 15.33 | **13.22** | |
| ***PRKAG1***  *(*Protein kinase AMP-activated non-catalytic subunit gamma 1) | AMP/ATP-binding regulatory γ subunit of AMP-activated protein kinase (AMPK) | 47.46 | 46.12 | | | 40.56 | **42.38** | 42.51 | 52.25 | 49.90 | **48.22** | |
| ***PRKAG2***  *(*Protein kinase AMP-activated non-catalytic subunit gamma 2) | AMP/ATP-binding regulatory γ subunit of AMP-activated protein kinase (AMPK) | 0.13 | 0.11 | | | 0.28 | **0.17** | 0.00 | 0.10 | 0.20 | **0.15** | |
| ***S100A1***  *(*S100 calcium binding protein A1*)* | Calcium ion binding/ contractility | 123.94 | 102.60 | | | 100 | **108.84** | 98.73 | 85.63 | 86.82 | **90.39** | |
| ***S100A11***  *(*S100 calcium binding protein A11) | Calcium ion binding/ contractility | 263 | 249 | | | 214 | **242** | 185 | 156 | 146 | **162** | |
| ***LDHB***  *(*Lactate dehydrogenase B) | Metabolic catalytic activity | 3391 | 3203 | | | 2527 | **3040** | 1883 | 1873 | 1930 | **1895** | |
| ***LDHA***  *(Lactate dehydrogenase A)* | Metabolic catalytic activity | 413 | 691 | | | 436 | **513** | 469 | 421 | 547 | **479** | |
| ***HDAC7***  *(Histone deacetylase 7)* | Histones deacetylation/regulator of expression | 16.82 | 18.92 | | | 20.10 | **18.61** | 23.15 | 24.35 | 26.36 | **24.62** | |
| ***STK11***  (Serine/threonine kinase 11) | AMPK/ metabolic regulator | 20.56 | 24.66 | | | 25.42 | **23.54** | 24.83 | 30.19 | 35.99 | **30.33** | |
| ***TRPV4***  *(*Transient receptor potential cation channel subfamily V member 4*)* | Ion channel protein | 2.07 | 234 | | | 2.12 | **2.17** | 3.38 | 3.19 | 3.88 | **3.48** | |
| ***PFKM***  (Phosphofructokinase) | Metabolic enzyme in glycolysis | 33.06 | 45.17 | | | 38.69 | **38.97** | 47.97 | 62.12 | 54.64 | **54.91** | |
| ***TBX3***  (T-box 3) | Transcription factor | 10.31 | 9.06 | | | 8.25 | **9.20** | 5.64 | 7.27 | 7.56 | **6.82** | |

**Supplementary Table 8.** RNA sequencing gene regulation (OFT-banded vs sham) by DEseq.

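Table S8 gives, for each transcript, the log2 fold change from DESeq with its adjusted p. Of its 4239 transcripts read here, 4236 were tested with limma. Across these genes the log2 fold changes from limma and from Table S8 had a Spearman's rho of 0.992 and the same sign in 87.0%. Genes are not independent replicates, and both columns come from the same hearts.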

How the deposited data were processed for this re-analysis (not part of the article)

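RNA was measured by sequencing in whole hearts of 3 OFT-banded and 3 sham-operated chick embryos at HH29, with 1 library per heart. Per the paper and the submitters' notes, the authors depleted globin transcripts, prepared strand-specific libraries, sequenced paired ends on a NextSeq instrument, trimmed with scythe and sickle, aligned with TopHat to galGal4, counted with HTSeq and compared groups with DESeq; the notes give no versions. The authors computed the deposited RPKM values from these counts before deposit, with 1 value per RefSeq transcript and heart. The columns name the group of each heart and carry numbers that the labels do not give, so hearts were grouped by the column names and not matched to numbered samples, nor by value to the hearts numbered 1 to 3 in Tables S4 and S7. Per-heart depth was estimated from the steps between low values of microRNA rows, and a step was halved where at least 0.9 of the values were even, which applied to heart 42. A value of 1 RPKM for a transcript of 1 kilobase corresponds to 21.1 reads in heart 42 and 41.2 in heart 11.

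RPKM was transformed to log2(RPKM + 1), and transcripts with a mean RPKM of at least 1 were kept. OFT-banded and sham hearts were compared with limma 3.58.1 in R 4.3.3, with an intensity trend in the moderation and Benjamini-Hochberg adjustment at 0.05. Gene lists with at least 3 tested members were tested with fry, which asks whether a list moves on balance one way and does not compare it with other genes; camera, which does compare, was run with an estimated correlation and with a preset correlation of 0.01. Principal components, correlations, k-means with 2 centres and exact permutation tests were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. P-values between groups treat 3 hearts per group as the replicates, and those of the comparison with qPCR come from permuting genes. Ratios between genes were taken within each heart.

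The named genes are those the paper names with sequencing data (Table 1, Tables S4, S5 and S7 and the depleted globins), in each direction the 10 transcripts with the smallest p among those with no overlap between the groups, none of which passed the adjusted threshold, and of each list described the 2 to 4 tested members with the smallest p. ATP2A2, RPS24, RPL12, RPS27A, SDHB and MYH15 fall outside this rule and were chosen after their values were seen. The rule and the lists were written before the data were examined, but the values in the paper's tables had been seen. Table S8 as read here holds 27 genes under the paper's threshold, so no overlap test against it was run. Gene spans for the length check came from a later assembly than galGal4, matched by RefSeq name for 94.7% of tested genes; no coordinates are given.

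The test was checked on simulated data with the spread of these hearts: limma called 61.0% of genes changed by 1 on the log2 scale and 96.0% of those changed by 2, together with 10 of 4526 unchanged genes, and none when nothing was changed. Normal noise was drawn for each gene independently, with 100 genes changed at each size and no gene changed by less than 1. The real hearts share structure across genes, so these shares need not hold for them. Alternatives set before the data were examined were a pseudocount of 0.1, no filter, a mean RPKM of at least 5, TPM, median-ratio scaling, globin genes left out, no intensity trend, robust moderation, each heart left out in turn, and camera; for principal components RPKM without a log, TPM, the 500 most variable genes and no filter; for k-means a log, unit variance and Table S7 genes only; and for the comparison with qPCR the log2 fold change from limma and the 2 farthest genes left out. Added after the data were seen were a fit with the gene-span trend removed, a fit with the level of erythroid genes as a covariate, lists without the genes of Table 1, principal components of RPKM without a log with the globin genes left out, k-means with the MYH15 row added, and fry's mixed test, which asks whether the genes of a list change in either direction. The erythroid covariate was the mean of the tested erythroid genes, most of them lower in OFT-banded hearts. It is thus tied to the group, and that fit can take away part of an effect of banding. A count test was not run, since transcript lengths were not at hand, and histology was not analysed here. The qPCR values are those printed in Table S5.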

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

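The rule behind this result was chosen after the values were seen: outside the genes of the paper's tables, an unadjusted p under 0.001 from limma and a level above that of the sham hearts, with no overlap between the groups. CXCL14, a chemokine, met it, at 2.85 ± 0.396 RPKM in OFT-banded and 0.893 ± 0.158 in sham hearts (SD, n = 3 each), a log2 fold change of 1.02 (standard error 0.19, unadjusted p = 0.000880 and adjusted p = 0.543 from limma), higher in 3 of 3 OFT-banded hearts. It did not pass the adjusted threshold, and its level is low in both groups. No explanation for it was tested.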

How the results depend on the processing

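Tests with the gene-span trend removed, with the erythroid covariate, on lists without the genes of Table 1, on principal components without a log with the globin genes left out, on k-means with the MYH15 row added, and with fry's mixed test were chosen after the results were seen. No paired analysis was possible because the columns carry no replicate number that the labels give, so a replicate block was not run. Columns were not matched by value to the hearts numbered 1 to 3 in Tables S4 and S7. The paper describes no pairing of OFT-banded with sham hearts, and such a block was not among the alternatives set beforehand.

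With limma, 0 genes passed an adjusted p of 0.05 under each of the 16 alternatives, as in the main setting, beside 405 at an unadjusted p under 0.05. That count was 195 to 649 with 1 heart left out, with 649 without heart 38 and 195 without heart 42, and the cause was not tested. The share of such genes that were higher was 38.3% in the main setting, 57.0% with median-ratio scaling, 22.5% with the globin genes left out, 55.6% with the gene-span trend removed and 60.8% with the erythroid covariate, so the balance of directions depends on these choices. The median log2 fold change of all genes moved from -0.07 to -0.10 with TPM and -0.13 with the globin genes left out, and to -0.00 with median-ratio scaling, -0.01 with the gene-span trend removed and 0.01 with the erythroid covariate. The 172 named genes gave 2722 values, of which 37 had the other sign, in 25 genes, and 0 of these genes are in Table 1.

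Of the gene lists, 2 passed in the main setting, 0 with a mean RPKM of at least 5, with TPM, with median-ratio scaling, with the erythroid covariate, with limma's camera and an estimated correlation and without the genes of Table 1; 1 with the globin genes left out; 14 with limma's camera and a preset correlation; 4 with fry's mixed test; and 0 to 1 with 1 heart left out, with 1 without heart 48. Beyond the 2 lists of the main setting, camera with the preset correlation of 0.01 gave these adjusted p-values. They were 5.4e-08 for mitochondrial ribosome and import, 4.3e-06 for erythroid genes, 5.8e-06 for ribosomal proteins and for chaperones, and 6.4e-06 for load response. Oxidative phosphorylation had 1.25e-05, sarcomere 0.0133, AMPK 0.0135, cell cycle 0.0162, and calcium handling, globins and cartilage 0.0314 each. With no filter the count stayed at 2 while the globins passed (adjusted p = 0.0450 from limma's fry) and the early embryo list did not. The mixed test, for change in either direction, passed for fast skeletal muscle genes (adjusted p = 0.00947 from limma), neural crest (0.0418), endothelium and shear response (0.0426) and leukocytes and macrophages (0.0194), for all 4 also without heart 48, but for none of them without heart 11, 38 or 42 or with the erythroid covariate. Beyond fewer hearts, fewer genes or a different test, the cause was not tested.

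Fast skeletal muscle genes had an adjusted p of 0.0287 from limma's fry and the same direction under all alternatives run, with 0.0783 with a mean RPKM of at least 5, 0.0603 with TPM, 0.0709 with median-ratio scaling, 0.374 with the erythroid covariate, 0.294 with limma's camera and an estimated correlation and 0.650 without the genes of Table 1, and 0.0291 to 0.413 with 1 heart left out, past the threshold without heart 48 alone and not without heart 6, 11, 17, 38 or 42. The cause was not tested.

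The early embryo and pluripotency list had an adjusted p of 0.0444 from limma's fry and the same direction under all alternatives run, with 0.325 with no filter, 0.346 with TPM, 0.0638 with median-ratio scaling, 0.290 with the globin genes left out, 0.374 with the erythroid covariate, 0.487 with limma's camera and an estimated correlation and 0.0740 with fry's mixed test, and 0.0664 to 0.332 with 1 heart left out, not past the threshold without any heart; with a mean RPKM of at least 5 and without the genes of Table 1 fewer than 3 members were left, so no value could be given. The cause was not tested.

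20 lists that did not pass changed direction under at least 1 alternative, with these adjusted p-values from limma. With TPM: smooth muscle and actin cytoskeleton 0.997, fatty acid oxidation 0.997, neural crest 0.997 and epicardium and fibroblasts 0.997. With median-ratio scaling: extracellular matrix 0.879, TCA cycle and pyruvate entry 0.523, antioxidant and glutathione 0.581 and leukocytes and macrophages 0.750. With the globin genes left out: smooth muscle and actin cytoskeleton 0.810, fatty acid oxidation 0.810, neural crest 0.810, epicardium and fibroblasts 0.827, cell cycle 0.810 and neurons 0.914. With the gene-span trend removed: extracellular matrix 0.716, TCA cycle and pyruvate entry 0.503 and antioxidant and glutathione 0.866. With the erythroid covariate: extracellular matrix 0.662, glycolysis and lactate 0.804, AMPK and its regulators 0.767, TCA cycle and pyruvate entry 0.679, oxidative phosphorylation 0.767, mitochondrial ribosome and protein import 0.767, cytosolic ribosomal proteins 0.679, anti-apoptotic genes 0.679, endothelium and shear response 0.947, erythroid genes other than globins 0.986, leukocytes and macrophages 0.750, thrombocytes 0.464 and Z chromosome genes 0.767. With limma's camera and an estimated correlation: extracellular matrix 0.932, TCA cycle and pyruvate entry 0.789, antioxidant and glutathione 0.761 and leukocytes and macrophages 0.814. With limma's camera and a preset correlation: extracellular matrix 0.681, TCA cycle and pyruvate entry 0.555, antioxidant and glutathione 0.551 and leukocytes and macrophages 0.647. With no filter: neural crest 0.944. With a mean RPKM of at least 5: neurons 0.789. Without the genes of Table 1: neural crest 0.758 and antioxidant and glutathione 0.907. The erythroid list turned by construction, since the covariate is built from it. With 1 heart left out, where at least 1 value changed direction: extracellular matrix 0.691 to 0.989, glycolysis and lactate 0.612 to 0.998, TCA cycle and pyruvate entry 0.467 to 0.989, fatty acid oxidation 0.307 to 0.965, cytosolic ribosomal proteins 0.550 to 0.998, neural crest 0.689 to 0.965, epicardium and fibroblasts 0.724 to 0.965, antioxidant and glutathione 0.620 to 0.943, leukocytes and macrophages 0.538 to 0.987, thrombocytes 0.631 to 0.989 and neurons 0.531 to 0.970. For the others the cause was not tested.

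Among named genes, none past an adjusted p of 0.05, these log2 fold changes took the other sign. With TPM: GAPDH -0.0086 and TBP -0.021. With the globin genes left out: LDHA -0.0028, GAPDH -0.045 and TBP -0.057. With the erythroid covariate: BIN1 0.25, NOS2 0.091, GAPDH -0.065, HBG2 0.62, TLN1 0.063, COL18A1 0.083, PRKAA2 0.21, OGDH 0.017, BNIP3L 0.0073, TNFRSF10B 0.050, TBX18 0.18, PLEK 0.57, COL2A1 0.0049, MAPT 0.085, UCHL1 -0.18, SPINW 0.036 and HINTW -0.12. With 1 heart left out, where at least 1 value changed sign: ACTA1 -0.097 to 0.47, LDHA -0.17 to 0.20, GAPDH -0.025 to 0.073, TBP -0.038 to 0.071, HBG2 -0.95 to 0.026, THBS1 -0.072 to 0.60, PLEK -0.48 to 0.099, ALB -0.16 to 0.032, GAP43 -0.71 to 0.12, CDH1 -0.17 to 0.019 and EPCAM -0.18 to 0.056. The cause was not tested.

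The ratio of distances between and within groups was 1.05 on the log scale, 1.38 without a log, 1.17 without a log with the globin genes left out, and 0.950 to 1.16 with 1 heart left out, below 1 without heart 42. The k-means grouping placed 5 hearts with their group on RPKM and 6 on log2(RPKM + 1) and with each gene scaled to unit variance, and 5 with the MYH15 row added. The cause was not tested. Depth limits the precision of low genes, and heart 42 had the lowest estimate, 21.1 times 1000000 reads.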

Differences from the paper's values

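The fit with the gene-span trend removed, the fit with the erythroid covariate and k-means with the MYH15 row added were chosen after the results were seen; the other alternatives were set before the data were examined.

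The paper states 28 genes past an adjusted p of 0.05 with DESeq, and its methods name FPKM values as the input. With limma on log2(RPKM + 1) 0 genes passed at that threshold, beside 405 at an unadjusted p under 0.05. No alternative gave another count than 0. The genes of Table 1 read here number 27, all with the paper's sign.

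Of the 46 log2 fold changes compared with the paper's from DESeq, 10 differed by more than the larger standard error, each here farther from 0, and none had the other sign. The paper calls its values corrected, and over all 4236 transcripts of Table S8 tested here the slope of its values on these was 0.709, so they lie nearer to 0 in general. The fold changes that Table S5 gives beside the corrected values are 1.8 for TNNC2 and 1.85 for PVALB, where the ratios of mean RPKM here were 1.89 and 1.95. Alternatives not named for a gene left its difference in place. No filter and no intensity trend change only the standard error of a gene tested in both settings, not its log2 fold change. Under these 2 a difference came within the error because the error grew. Leaving out a heart or adding a covariate can also widen the error, so coming within it does not by itself account for a difference. GBX2: the paper's 0.83, here 1.13; within the larger error under heart 17 left out and heart 42 left out, and, chosen after the values were seen, under the erythroid covariate. TNNC2: the paper's 0.75, here 0.95; within the larger error under no filter, TPM, globin genes left out, no intensity trend, heart 6 left out, heart 17 left out, heart 38 left out and heart 42 left out, and, chosen after the values were seen, under the gene-span trend removed. PVALB: the paper's 0.70, here 0.90; within the larger error under TPM, globin genes left out, heart 17 left out, heart 48 left out and heart 42 left out. ADORA2B: the paper's -0.74, here -1.21; within the larger error under heart 6 left out and heart 42 left out, and, chosen after the values were seen, under the erythroid covariate. ITPK1: the paper's -0.68, here -0.98; within the larger error under heart 6 left out, heart 11 left out and heart 42 left out, and, chosen after the values were seen, under the gene-span trend removed. GLRX: the paper's -0.71, here -1.36; within the larger error under heart 42 left out, and, chosen after the values were seen, under the erythroid covariate. MYL10: the paper's 0.67, here 1.07; within the larger error under heart 17 left out, heart 38 left out and heart 42 left out. H1F0: the paper's -0.64, here -0.99; within the larger error under heart 6 left out and heart 42 left out, and, chosen after the values were seen, under the erythroid covariate. GSTA4: the paper's -0.65, here -1.28; within the larger error under heart 6 left out and heart 42 left out, and, chosen after the values were seen, under the erythroid covariate. LGALS1: the paper's 0.64, here 0.85; within the larger error under no filter, TPM, globin genes left out, heart 6 left out, heart 11 left out, heart 38 left out, heart 48 left out and heart 42 left out, and, chosen after the values were seen, under the gene-span trend removed and the erythroid covariate.

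For MYH7 the paper's Table S7 gives mean FPKM values of 2806 in OFT-banded and 2568 in sham hearts, where the deposited MYH7 row has 259 and 300.1; no alternative applies to a deposited mean. The deposited MYH15 row has 2806 and 2568, and the values that Table S7 prints under MYH6, with means of 258 and 300, are those of the deposited MYH7 row, so 2 rows carry other names there. For TRPV4 in 1 OFT-banded heart the paper prints 234, where the highest deposited value of these hearts is 2.34; no alternative applies, and the group mean in the same table matches the deposited values.

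One sentence of the paper's text describes S100A11 as lower and PDCD4 as higher after banding, while here, as in the paper's tables and its following sentence, S100A11 had a log2 fold change of 0.57 and PDCD4 of -0.51. The paper describes the groups as separate in principal components. On the log scale they interleaved on the first component, with a ratio of distances between and within groups of 1.05. In the plane of the first and second components a slanted line still parts them, read after the data were seen and not tested. On RPKM without a log, set before the data were examined, the real split had the largest ratio, 1.38. The paper describes OFT-banded hearts as mapping to a distinct cluster; on RPKM 5 of the 6 hearts lay with their group, over a profile that takes MYH7 by name where Table S7 prints the values of the MYH15 row, and the number was the same with that row added, a choice made after the values were seen; and on log2(RPKM + 1) or with each gene scaled to unit variance all 6 did.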

Other observations

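The tests of globin depletion, of transcript recovery, of the banding on the first component and of shared reads, and the other splits for the genes past an adjusted p, were chosen after the results were seen, as were fry's mixed test, the erythroid covariate and the removal of the gene-span trend.

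Lists that belong to no claim are given with the number of tested genes higher in OFT-banded hearts and the adjusted p from limma's fry. Of all 4726 tested genes 1741 were higher by value. No gene of these lists passed when adjusted over all genes. Of the cytosolic ribosomal proteins 43 of 51 were higher (adjusted p = 0.679 from limma's fry; downward with the erythroid covariate), among them RPL22, at 1480.5 ± 198 against 969.7 ± 264 RPKM (SD, n = 3 each). Of chaperones and unfolded protein response genes 38 of 49 were higher (adjusted p = 0.537 from limma's fry), among them HSPA5, at 376 ± 24.3 against 302 ± 27.8. Of cardiac transcription factors 5 of 24 were higher (adjusted p = 0.412 from limma's fry); IRX4, of ventricular muscle, was at 355 ± 14.8 against 455 ± 22.7. Of endothelial and shear response genes 6 of 17 were higher (adjusted p = 0.578 from limma's fry), and ANGPT1, at 32.0 ± 0.882 against 43.7 ± 2.45, alone passed when adjusted over the list alone, while the list turned upward with the erythroid covariate. This list passed fry's mixed test (adjusted p = 0.0426 from limma), but not with TPM (0.155), with median-ratio scaling (0.0713) or with the globin genes left out (0.127). Nor did it pass with no intensity trend (0.0587), the gene-span trend removed (0.145), the erythroid covariate (0.114) or without the genes of Table 1 (0.0826). It also did not pass with any heart but 48 left out, nor in camera with an estimated correlation (0.781), which asks for 1 direction. Of autophagy and lysosome genes 11 of 28 were higher (adjusted p = 0.412 from limma's fry); CTSA was at 118 ± 2.68 against 145 ± 2.22.

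Of smooth muscle and actin genes 11 of 23 were higher (adjusted p = 0.744 from limma's fry), with a test direction upward and a median log2 fold change of -0.01; the direction turned with TPM and with the globin genes left out. Of extracellular matrix genes 15 of 30 were higher (0.881 from limma's fry), turning upward with median-ratio scaling and with the erythroid covariate; FN1, fibronectin, was at 275 ± 47.0 against 352 ± 6.06 RPKM (SD, n = 3 each). Of epicardial and fibroblast genes 5 of 12 were higher (0.959 from limma's fry), upward in the test with a median of -0.11, turning with TPM and with the globin genes left out. Of cell cycle genes 28 of 50 were higher (0.578 from limma's fry), turning downward with the globin genes left out. Of antioxidant and glutathione genes 15 of 27 were higher (0.744 from limma's fry), downward in the test with a median of 0.01, turning with median-ratio scaling. Of leukocyte and macrophage genes 6 of 13 were higher (0.744 from limma's fry), turning upward with median-ratio scaling and with the erythroid covariate. This list passed fry's mixed test (adjusted p = 0.0194 from limma), but not with median-ratio scaling (0.0713), no filter (0.0620) or the erythroid covariate (0.184). It also did not pass with any heart but 48 left out, nor in camera with an estimated correlation (0.814). Of thrombocyte genes 1 of 3 was higher (0.744 from limma's fry), turning upward with the erythroid covariate, and of neuronal genes 5 of 8 (0.744), turning downward with the globin genes left out.

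Lists of tissues next to the heart served to look for carried-over cells, but they cannot tell which cells the transcripts come from. COL2A1 of the cartilage list lay between 62.1 and 115 RPKM over the 6 hearts, and its source was not tested. Of cartilage genes 7 of 8 were higher (adjusted p = 0.578 from limma's fry), of liver genes 3 of 6 (0.679, with APOA1 at 427 ± 79.7 against 287 ± 110.5 RPKM), and of foregut and lung epithelium genes 0 of 4 (0.679). Of Z chromosome genes 9 of 26 were higher (0.578 from limma's fry), turning upward with the erythroid covariate. The W chromosome list had 2 tested genes and was not tested: HINTW lay between 743 and 1215 RPKM over the 6 hearts and SPINW between 15.0 and 24.4.

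Other splits of the 6 hearts into 3 and 3 are too few for a share under 0.05. For genes past an adjusted p of 0.05 with limma the comparison is void, since the real split gave 0 genes and all 10 splits are then as large. At an unadjusted p under 0.05 the real split gave 405 genes and the highest other 782, from hearts 6, 11 and 38 against the rest. The real split was among the 3 of 10 splits with a count as large, so the count does not set the real split apart. Of gene lists it gave 2 and the highest other 0, with 1 of 10 splits as large.

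Most globin and other erythroid genes were lower by value in OFT-banded hearts, although none passed when adjusted over all genes, neither list passed in the main setting, and HBG2 took the other sign without heart 42. Of 21 tested erythroid genes other than globins, 20 were lower (adjusted p = 0.460 from limma's fry), with a median log2 fold change of -0.61, which argues against better globin depletion as the whole cause, since depletion oligonucleotides do not target these genes. Less residual blood in the OFT-banded hearts may explain it: within groups, where banding does not differ, these genes followed HBE with a median correlation of 0.533, against 0.147 over all tested genes. Fewer red cells in banded embryos stays open as well, untested. With the erythroid covariate the log2 fold change of GLRX went from -1.36 (standard error 0.38) to -0.55 (0.27), of H1F0 from -0.99 (standard error 0.29) to -0.42 (0.24) and of GSTA4 from -1.28 (standard error 0.40) to -0.45 (0.31) (of ADORA2B, ITPK1 and RAP1GAP2 likewise to -0.58, -0.41 and -0.33). Of the genes higher in OFT-banded hearts, S100A11 went from 0.57 to 0.34, LLPH from 0.76 to 0.49 and PNO1 from 0.62 to 0.46, while TIMM10 went from 0.76 (standard error 0.09) to 0.70 (0.12). The covariate itself differed between the groups, with 20 of its 21 genes lower in OFT-banded hearts. Smaller differences in this fit may therefore also come from taking away part of an effect of banding.

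The first principal component did not follow the banding: the groups overlapped over 11.5 units on it. Its loadings followed gene span on the genome, introns included (Spearman's rho 0.389 over 4476 genes). A difference between hearts in the recovery of long against short transcripts may explain it. Genomic span is not transcript length, however, so the correlation cannot decide this. The log2 fold changes between the groups also followed span (Spearman's rho -0.240). Genes were put in 5 bins of span, and the median of the shortest bin was taken from that of the longest, each against the mean of all hearts. This difference was -0.33, 0.04 and 0.07 in OFT-banded hearts 6, 11 and 17 on the log2 scale. In sham hearts 38, 48 and 42 it was -0.12, 0.14 and 0.21 (exact permutation test of the groups, two-sided, p = 0.5). A biological difference between hearts, such as stage within HH29, stays open, untested.

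Most genes listed with several transcripts had low values. Of such symbols 26.2% had a summed mean of at least 1 RPKM, against 73.9% of those listed once, and reads shared between transcripts of a gene being left out of the counts may explain it. That these genes are not used in the heart is argued against by the lists of abundant heart genes, where members listed once had a median of 777 RPKM and members listed with several transcripts 0.580, SDHB and RPS24 among them; the highest of these was RPS27A, at 11.3. Not every gene of the kind was low, since LGALS1, with 2 transcripts, was at 168 RPKM in OFT-banded hearts for 1 of them. Whether these 2 transcripts share reads was not checked, so LGALS1 does not decide the explanation.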
